# 5-HT3 Signaling Alters Development of Sacral Neural Crest Derivatives That Innervate the Lower Urinary Tract

**DOI:** 10.3390/ijms22136838

**Published:** 2021-06-25

**Authors:** K. Elaine Ritter, Dennis P. Buehler, Stephanie B. Asher, Karen K. Deal, Shilin Zhao, Yan Guo, E Michelle Southard-Smith

**Keywords:** pelvic ganglia, bladder, autonomic nervous system, serotonin, *Sox10*, *Htr3a*

## Abstract

The autonomic nervous system derives from the neural crest (NC) and supplies motor innervation to the smooth muscle of visceral organs, including the lower urinary tract (LUT). During fetal development, sacral NC cells colonize the urogenital sinus to form pelvic ganglia (PG) flanking the bladder neck. The coordinated activity of PG neurons is required for normal urination; however, little is known about the development of PG neuronal diversity. To discover candidate genes involved in PG neurogenesis, the transcriptome profiling of sacral NC and developing PG was performed, and we identified the enrichment of the type 3 serotonin receptor (5-HT3, encoded by *Htr3a* and *Htr3b*). We determined that *Htr3a* is one of the first serotonin receptor genes that is up-regulated in sacral NC progenitors and is maintained in differentiating PG neurons. In vitro cultures showed that the disruption of 5-HT3 signaling alters the differentiation outcomes of sacral NC cells, while the stimulation of 5-HT3 in explanted fetal pelvic ganglia severely diminished neurite arbor outgrowth. Overall, this study provides a valuable resource for the analysis of signaling pathways in PG development, identifies 5-HT3 as a novel regulator of NC lineage diversification and neuronal maturation in the peripheral nervous system, and indicates that the perturbation of 5-HT3 signaling in gestation has the potential to alter bladder function later in life.

## 1. Introduction

Dysfunction of the urinary bladder can present as urinary incontinence, neurogenic bladder, or urinary retention. These disorders afflict millions of people worldwide and dramatically impact quality of life [1,2]. In many cases, bladder dysfunction is caused by damage to the nerves that supply the LUT. The cell bodies of the autonomic neurons that innervate the bladder are situated some distance away from the bladder itself, unlike many other autonomic neurons that are in close proximity to their target organs. Thus, the processes of these pelvic neurons are prone to damage during pelvic surgical procedures or childbirth. In addition, pelvic autonomic neurons have limited capacity to regenerate their processes in vivo following axotomy, in contrast to sensory neurons that regenerate their axons rapidly [3]. As a result, there is growing interest in understanding the developmental processes that govern the formation and maturation of LUT innervation as a means to devise novel strategies to restore bladder function [4].

Normal bladder function relies on autonomic neural inputs to coordinate the relaxation and contraction of the bladder and urethral sphincter. In mice, autonomic innervation of the LUT is provided by the major pelvic ganglia, which consist of thousands of sympathetic and parasympathetic neurons mixed together in paired ganglia that lie close to the uterine cervix in females and flank the prostate in males. Initial efforts to discern factors that regulate pelvic ganglia neurogenesis relied on a genome-wide screen of transcription factors via high-throughput whole-mount in situ hybridization of fetal mouse urinary tracts [5]. Key transcription factors, including those that have known roles in NC development and autonomic neurogenesis, such as *Phox2b*, *Gata2*, and *Hand2*, were identified. However, relationships between these factors and the expression and function of downstream signaling pathways in pelvic ganglia development have remained elusive.

Relatively little is known about the signaling factors that impact early development and neurogenesis within the pelvic ganglia despite the great need to identify molecules that could be used to promote the repair of damaged pelvic innervation. To date, only a limited number of studies have examined the effects of specific molecules on fetal development and early postnatal maturation of pelvic ganglia neurons and their processes. Analyses using explant cultures of fetal mouse pelvic ganglia found that NGF, Nt-3, and members of the GDNF family exert stage-specific effects on the outgrowth of neurites from either sympathetic or parasympathetic pelvic ganglia neurons [6]. Other in vivo analyses using knockout mice elegantly parsed out the effects of disrupted neurturin signaling on the innervation of specific pelvic organs and determined that the loss of neurturin did not alter initial growth or the final density of bladder nerve terminals, but it did disrupt innervation of the vas deferens, prostate, and penis [7,8]. In contrast, much more is known about critical molecular mediators that affect the development of other aspects of the peripheral nervous system, including the enteric nervous system (reviewed by [9,10,11,12]) and sympathetic ganglia [13,14,15,16,17,18]. These advances have benefitted in part from focused efforts to profile gene expression during fetal development [19,20,21] while, to date, such information has been lacking for the pelvic ganglia.

In this study, we sought to identify novel signaling pathways that regulate neurogenesis in fetal mouse pelvic ganglia, with a particular focus on identifying factors that are amenable to pharmacologic targeting. We undertook comparative transcriptome profiling of sacral NC progenitors (NCPs) and intact fetal pelvic ganglia at developmental time points when neuronal differentiation is ongoing. We employed the *Sox10-*H2BVenus transgenic mouse line that directly labels migrating NC to illuminate both progenitor populations and the forming pelvic ganglia [22,23]. This effort identified a significant up-regulation of subunits that comprise the serotonin type 3 receptor (5-HT3) in differentiating pelvic ganglia neurons. Most notably, we observed that the serotonin receptor 3 gene, *Htr3a*, is highly expressed in sacral NCPs and is maintained in cells undergoing neuronal differentiation. The treatment of isolated *Sox10*-H2BVenus+ sacral NCPs with a specific 5-HT3 agonist revealed a previously unknown role for this receptor in modulating the differentiation potential of sacral NC lineages. Over-stimulating 5-HT3 in cultured fetal pelvic ganglia explants resulted in blunted neurite arbor outgrowth in a dose-dependent manner, which supports a role for this receptor in the morphological maturation of autonomic neurons. Altogether, our work contributes a valuable transcriptome dataset for the investigation of key molecular factors that control sacral autonomic neuronal differentiation and demonstrates a critical role for serotonin signaling via 5-HT3 in both neurogenesis and neuronal maturation in the peripheral nervous system.

## 2. Results

### 2.1. Sox10+ Neural Crest-Derived Progenitors Are Intermingled with Differentiating Neurons in the Early Pelvic Ganglia

*Sox10-*H2BVenus expression labels NC-derived stem cells and is retained in mature glia [22]. However, early differentiating neurons within the anlagen of the pelvic ganglia also briefly retain residual H2BVenus fluorescence [5]. To relate the distribution of *Sox10+* cells to pelvic ganglia neurons during the development of pelvic innervation, we examined pelvic ganglia from *Sox10-*H2BVenus+ transgenic mice at fetal stages when autonomic neurogenesis is actively occurring [5]. Upon staining 13.5 dpc (days post coitus) cryo-sections with pan-neuronal marker Hu C/D, we observed Hu C/D+ neurons within the pelvic ganglia surrounded by numerous *Sox10+* cells (Figure 1A). By 14.5 dpc, the pelvic ganglia have increased in size, and the domain of Hu C/D expression is expanded (Figure 1B). Importantly, pelvic ganglia at age 15.5 dpc continue to undergo neurogenesis, as evidenced by further expansion of Hu C/D and the presence of clusters of *Sox10-*H2BVenus+ progenitor cells (Figure 1C). Not only did the robust and highly specific expression of the *Sox10-*H2BVenus transgene visualize sacral NC progenitors in situ, it also enabled the isolation of NCPs from fetal LUT via fluorescence-activated cell sorting (FACS, Figure 1D) for analysis of transcriptional profiles.

### 2.2. Expression Profiles of Differentiating Pelvic Ganglia Identify Up-Regulation of Subunits for the Serotonin Receptor 5-HT3

To identify the most salient genes expressed in differentiating pelvic ganglia, we micro-dissected pelvic ganglia from *Sox10*-H2BVenus+ fetal mice at ages 13.5, 14.5, and 15.5 dpc when autonomic neurogenesis is ongoing. At 13.5 dpc, H2BVenus+ cells were harvested from dissociated pelvic ganglia by FACS to obtain transcriptional profiles for early differentiating *Sox10*+ progenitors within the pelvic ganglia. RNA was isolated and purified from intact 14.5 and 15.5 dpc pelvic ganglia so that expression profiles from differentiating neurons, which are intermingled with *Sox10*+ progenitors, were included that otherwise would have been lost if only *Sox10*-H2BVenus+ cells were collected at these stages. Then, RNA from flow-sorted *Sox10*+ progenitors and developing pelvic ganglia at 14.5 and 15.5 dpc were subjected to microarray hybridization. 

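RNA from *Sox10*-H2BVenus+ neural crest progenitors (NCPs) sorted at 13.5 dpc was hybridized to 3 Affymetrix mouse Gene 1.0 ST arrays, and total embryo RNA to 7. The deposited values cover these arrays, and those of intact ganglia at later stages are not analysed here. The authors normalized intensities by robust Multi-Array Average (RMA) in Affymetrix Expression Console 1.1, which gives values on a log2 scale. The NCP arrays carry 3 RNA isolates, while the total embryo arrays carry 2, hybridized to 4 and 3 arrays. All 3 NCP arrays were hybridized on the same day, which they share with 1 total embryo array (replicate 5), and the 7 total embryo arrays took 7 days. Group and hybridization day can therefore be told apart only through that array. The labels do not give the stage of the embryos. They name a GeneChip amplification kit, where the text names NuGEN WT-PICO amplification. They also name sub-dissected lower urogenital tract, where the text names dissociated pelvic ganglia and, elsewhere, the fetal lower urinary tract.

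Of 34760 probe sets, 6568 control probe sets were left out and 28192 were tested, of which 21640 carry 1 gene symbol, 1321 several and 5231 no symbol. Each of 19937 genes was represented by its probe set with the highest mean over all 10 arrays. The standard deviation (SD) over the probe sets tested was 1.07, 0.97 and 1.13 on NCP arrays 1, 2 and 3, and from 1.78 to 1.91 on the total embryo arrays. Olfactory and vomeronasal receptor genes, which few tissues outside the nose express, served as a measured floor. The median of housekeeping genes exceeded that of olfactory receptor genes by 3.45, 0.72 and 4.38 on NCP arrays 1, 2 and 3, and by 6.76 to 7.40 on the total embryo arrays. The number of arrays limits the precision, and p-values measure differences against a spread between arrays that can be technical.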

A complete list of Affymetric normalized hybridization intensities for each sample can be found online at the Gene Expression Omnibus (ID GSE 108943, GSM778845-GSM778854). Differentially expressed genes were identified using the LIMMA Bioconductor package (Supplementary Table S1). 

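Genes of liver and muscle were far lower in 13.5 dpc NCPs than in total embryo. All 11 liver genes measured fell (median log2 fold change −5.30), among them *Alb*, which encodes serum albumin. Its level was 6.07 ± 0.31 (SD, n = 3 arrays) in NCPs and 12.57 ± 0.10 (SD, n = 7 arrays) in total embryo, a log2 fold change of −6.50 (standard error 0.16, adjusted p = 2.98e-10 from limma with Benjamini-Hochberg adjustment), and all 3 NCP arrays lay below all 7 total embryo arrays. On the NCP arrays *Alb* lay within the range of olfactory and vomeronasal receptor genes (percentiles 66.9 to 83.3), so the size of its decrease is limited by background, as it is for *Tnnc2* and *Tnnt3* below (mean percentiles 69.3 and 86.9). The same limit holds for *Krt8*, *Cdh5*, *Acta2*, *Postn* and *Dcn* (mean percentiles 54.3, 78.9, 82.8, 85 and 87.5). It also holds for *Sdha* in the next paragraph (mean percentile 73). Of 17 striated muscle genes 16 fell (median −3.31), including the troponin genes *Tnnc2* (−6.25) and *Tnnt3* (−6.12). Of 16 smooth muscle and mesenchyme genes 15 fell (median −2.43), including *Postn* (−4.45) and *Dcn* (−4.07), which encode matrix proteins, and *Acta2* (−3.45), which encodes smooth muscle actin. Among genes of other cell types, 9 of 13 epithelium and urothelium genes fell (median −1.77, *Krt8* −3.90), as did 7 of 10 endothelium genes (median −0.90, *Cdh5* −2.68) and 8 of 10 immune cell genes (median −1.31, *Tyrobp* −2.61). These counts were the same when adjusted over the list alone. In camera, the adjusted p was 4.79e-10 for liver, 2.89e-09 for striated muscle, 8.56e-08 for smooth muscle and mesenchyme, 0.00335 for epithelium and urothelium, 0.0142 for endothelium and 0.00328 for immune cells. Liver (adjusted p = 0.0159 with an estimated correlation) and striated muscle (adjusted p = 0.0154 with an estimated correlation) stayed past the threshold as reported, although not after cyclic loess (adjusted p = 0.149 for both with an estimated correlation), with arrays centred on the receptor families (adjusted p = 0.174 for both with an estimated correlation) or after level adjustment (adjusted p = 0.285 for both with an estimated correlation), over a range of 0.00299 to 0.285 for these 2 lists under all scalings. The other lists did not pass as reported (adjusted p = 0.0768, 0.166, 0.199 and 0.0964 with an estimated correlation, in the order above). Of these, only smooth muscle and mesenchyme passed under another scaling, after quantile normalization again (adjusted p = 0.0471 with an estimated correlation). Level adjustment subtracts each array's trend on total embryo level and was chosen after the values were seen. With it, 11 liver genes (median −2.74), 9 striated muscle genes (−1.15), 8 smooth muscle and mesenchyme genes (−0.62), 6 epithelium and urothelium genes (−0.60), 0 endothelium genes (−0.23) and 2 immune cell genes (−0.40) were lower by limma, and *Cdh5* (−0.66) and *Tyrobp* (−0.32) did not pass.

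Housekeeping genes, which most cells express, moved with these groups, and all 9 measured fell (median −2.69, adjusted p = 6.66e-04 in camera, adjusted p = 0.203 with an estimated correlation). After cyclic loess 1 was higher and 5 lower (median −0.67), and after level adjustment 2 and 2 (median −0.21). Examples are *Actb* (−3.40), which encodes cytoplasmic actin, and *Sdha* (−3.83), which encodes a subunit of succinate dehydrogenase. Relative to all genes the housekeeping median was −2.77, and −1.60 without NCP replicate 2. Olfactory receptor genes went the other way, with 979 of 1027 higher (986 when adjusted over the list alone) and a median of 1.60, which turned to −0.040 after level adjustment and is set near 0 by construction with arrays centred on the receptor families (−0.090). The counts higher and lower were 396 and 25 after quantile normalization again, 161 and 121 after cyclic loess, and 65 and 74 after level adjustment. Of 163 vomeronasal receptor genes 160 were higher (161 when adjusted over the list alone), with a median of 1.97, and 39 were higher and 15 lower after cyclic loess, 18 and 8 after level adjustment. After cyclic loess the endothelium, housekeeping and olfactory receptor lists no longer passed. For the olfactory list camera gave an adjusted p of 5.67e-36 (adjusted p = 0.0154 with an estimated correlation) and for the vomeronasal list 2.08e-26 (adjusted p = 0.0349 with an estimated correlation).

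In all, 11158 probe sets (39.6%) were higher and 7747 (27.5%) lower in NCPs, and 9287 did not pass the test. With arrays averaged per RNA isolate the split was 5761 higher and 4183 lower, and against the single control array of the same hybridization day 364 and 691. With arrays centred on the receptor families, which shifts all log2 fold changes alike, it was 1339 and 21970, and after level adjustment 2910 and 2341. The 3 NCP arrays lay above all 7 total embryo arrays at 8979 probe sets and below them at 6055, together 53.3%, where chance gives 1.67%. That chance value takes the repeat arrays of 2 total embryo isolates as separate samples, so it is too low for isolates. The median log2 fold change of all probe sets was 0.23. It was 0.080 after quantile normalization again, 0.11 with arrays centred on their medians, −0.0089 after cyclic loess, −1.47 with arrays centred on the receptor families and −0.013 after level adjustment.

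**Figure D1:**
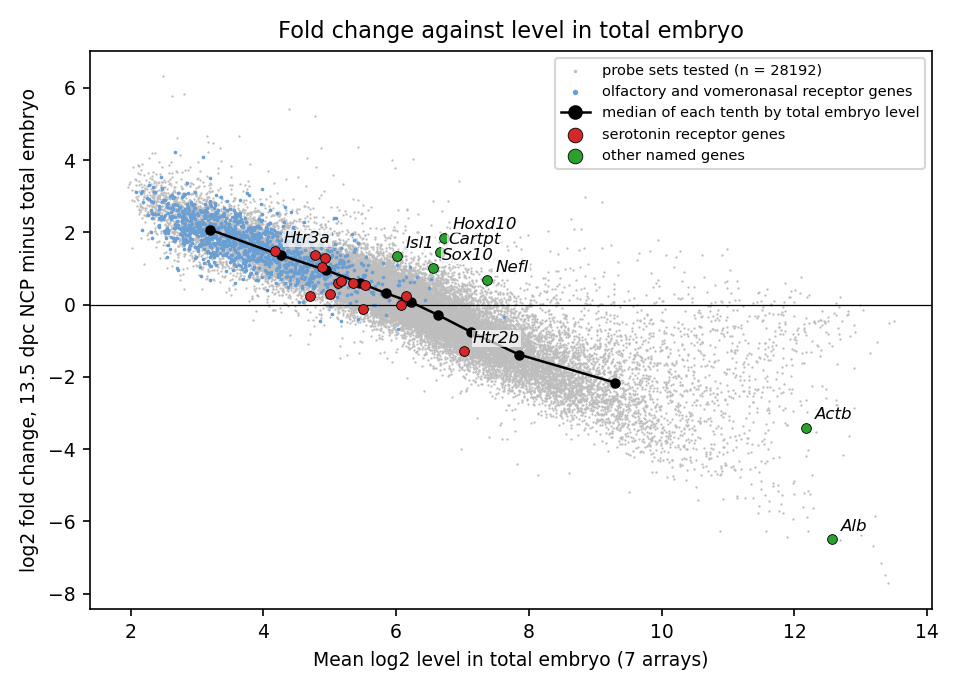
Log2 fold change of each probe set tested (13.5 dpc NCP minus total embryo, vertical axis) against its mean log2 level in total embryo (horizontal axis), with olfactory and vomeronasal receptor genes in blue, serotonin receptor genes in red and other named genes in green. The black line joins the medians of 10 groups of equal size by level in total embryo, from 2.08 in the lowest group to −2.16 in the highest.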

Biological replicates for hybridizations showed consistent tight clustering and hybridization for genes that were expected to mark differentiating neurons, including *Elavl4* (HuD), *Phox2b*, *Prph*, and *Hand2*, were up-regulated across pelvic ganglion transcriptomes (Figure 2). 

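*Sox10*, the gene whose reporter was used for sorting, was higher in 13.5 dpc NCPs, at 7.56 ± 0.40 (SD, n = 3 arrays) against 6.56 ± 0.09 (SD, n = 7 arrays) in total embryo. Its log2 fold change was 1.00 (standard error 0.18, adjusted p = 2.78e-04 from limma with Benjamini-Hochberg adjustment), with 1.21 and still past the threshold after level adjustment, and −0.69 with arrays centred on the receptor families. Of 9 autonomic neurogenesis transcription factor genes measured, 4 rose, namely *Phox2a*, *Hand2*, *Isl1* and *Insm1*, with a list median of 0.46 that turned to −1.23 with arrays centred on the receptor families. *Phox2a*, a determinant of noradrenergic neurons, had a log2 fold change of 1.58 (standard error 0.35, adjusted p = 0.00154), and 1.00 without NCP replicate 3. It did not pass against the control array of the same hybridization day (1.19), with arrays averaged per RNA isolate (1.55), with an unmoderated test, after quantile normalization again (1.33), after cyclic loess (0.70) or after level adjustment (0.54), and turned to −0.12 with arrays centred on the receptor families. *Hand2*, which acts in sympathetic differentiation, was at 6.75 ± 0.24 against 6.20 ± 0.21 (log2 fold change 0.55, standard error 0.18, adjusted p = 0.0154), and did not pass without NCP replicate 1 (0.45). *Elavl4* (HuD), an RNA-binding protein gene of neurons, was at 6.33 ± 0.61 against 5.77 ± 0.23 (log2 fold change 0.57, standard error 0.24, adjusted p = 0.0498). *Prph*, which encodes peripherin, was at 7.15 ± 0.53 against 6.89 ± 0.30 and did not pass the test (log2 fold change 0.26, standard error 0.24, adjusted p = 0.356). *Gata2* (0.39) and *Gata3* (0.18), which encode factors of the sympathetic lineage, did not pass either. By level *Phox2a* lay within the range of olfactory and vomeronasal receptor genes (mean percentiles 74.6 in NCPs and 83.3 in total embryo). The level of *Phox2a* is therefore not shown to be above background. In NCPs *Elavl4*, *Gata2* and *Hand2* also lay within that range (mean percentiles 80.5, 82.1 and 93). Their levels in NCPs are therefore not shown to be above background either.

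Over 30 alternative settings the call was lost in 3 for *Sox10*, in 10 for *Hand2* and in 23 for *Elavl4*, and each direction turned only with arrays centred on the receptor families, a shift that is alike for all genes. After level adjustment *Hand2* (0.47) and *Elavl4* (0.17) did not pass. The losses for *Elavl4* include the fits without NCP replicate 1 (0.22) and without total embryo replicates 1, 3, 4, 5, 6 and 7 (0.58, 0.52, 0.57, 0.55, 0.52 and 0.60). *Prph* passed without NCP replicate 1 (0.55), after quantile normalization again (1.00) and after cyclic loess (1.01), *Gata2* passed without NCP replicate 1 (0.72), and *Gata3* passed after quantile normalization again (0.73) and cyclic loess (0.71).

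Of 25 pan-neuronal genes, 3 rose and 15 fell (median −1.02), and the median turned to 0.18 after cyclic loess (5 higher, 4 lower) and 0.13 after level adjustment (6 higher, 1 lower). *Nefl*, a neurofilament gene, rose (0.67, adjusted p = 0.0207), although not without NCP replicate 3 (0.41), and was 1.61 and past after level adjustment. *Tubb3*, a tubulin gene of neurons, fell (−3.72, −2.38 without NCP replicate 2, and −1.15 and not past after level adjustment), and *Gap43*, a growth cone gene, fell (−1.71, turning to 0.36 after cyclic loess and 0.61 after level adjustment). *Uchl1*, which encodes the marker PGP9.5, had a log2 fold change of −1.23 against all control arrays (adjusted p = 0.00604). It did not pass against control arrays of the same label series (−0.63) or of the same hybridization day (−0.34), with arrays averaged per RNA isolate (−1.16), with the label series as a block (−0.63), with array weights (−1.30), after cyclic loess (−0.26) or after level adjustment (−0.16). Relative to all genes the list median was −1.10, and −0.56 without NCP replicate 2. The list did not pass after quantile normalization again, with either filter on dim probe sets, or against the control array of the same hybridization day. Of 16 neural crest and glial progenitor genes, 4 rose and 7 fell (median −0.44). *Cdh19* (2.30) and *Foxd3* (1.33), genes of crest and glial precursors, rose, while *Fabp7* (−4.39), a gene of radial glia and Schwann cell precursors, and *Zeb2* (−1.87) fell. *Gfap*, a gene of mature glia, rose by 1.02, and by 0.46 without NCP replicate 1. After level adjustment 2 of the list were higher and 2 lower, *Foxd3* (0.78) and *Fabp7* (−1.75) passed, and *Cdh19* (0.32), *Zeb2* (−0.068) and *Gfap* (0.13) did not. *Cdh19* also did not pass after cyclic loess (0.49). By level it lay within the range of olfactory and vomeronasal receptor genes (mean percentiles 57.7 in NCPs and 33.2 in total embryo). Its level is therefore not shown to be above background. The same holds for *Gfap* (mean percentiles 64.5 in NCPs and 89.3 in total embryo), and in NCPs for *Foxd3* (mean percentile 92.5). In NCPs *Tubb3*, *Uchl1* and *Zeb2* also lay within that range (mean percentiles 71.4, 84.5 and 84), which limits the size of their decreases.

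These list counts were the same when adjusted over the list alone. In camera the adjusted p was 0.0142 for pan-neuronal genes (adjusted p = 0.25 with an estimated correlation), 0.117 for autonomic transcription factor genes (0.0496 without NCP replicate 2, over a range of 0.00395 to 0.385 in all alternative settings) and 0.298 for neural crest and glial genes. The receptor families were higher on the same arrays, with the call lost for the olfactory list after cyclic loess and for both lists after level adjustment, and the olfactory median turning with arrays centred on them and after level adjustment. Against them, *Sox10*, *Phox2a*, *Hand2*, *Elavl4* and *Prph* stood at the 17.3, 45.0, 4.40, 4.82 and 1.83 percentiles of the log2 fold changes of receptor genes.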

The top 100 most up-regulated genes were categorized as genes exhibiting the highest fold change relative to total fetus RNA labels at each stage examined (13.5 dpc Supplementary Table S2; 14.5 dpc Supplementary Table S3; 15.5 dpc Supplementary Table S4). Among these top 100 genes, we identified the significant enrichment of several genes that are characteristic of autonomic neurogenesis, including *Isl1* and *Prph* (Figure 2). 

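Among genes named by 1 symbol, the largest increases at 13.5 dpc included a microRNA gene and chemosensory receptor genes, and the largest decreases genes of liver, pancreas and muscle. *Mir669c*, a microRNA gene, was at 9.79 ± 0.54 (SD, n = 3 arrays) in NCPs and 5.42 ± 0.80 (SD, n = 7 arrays) in total embryo, a log2 fold change of 4.37 (standard error 0.43, adjusted p = 2.19e-06 from limma with Benjamini-Hochberg adjustment). The vomeronasal receptor genes *Vmn2r99* (4.21) and *Vmn1r6* (4.08), the predicted gene *Gm5709* (4.19) and the olfactory receptor gene *Olfr299* (3.53, and 0.91 and not past after level adjustment) also rose. *Vmn2r99*, *Vmn1r6* and *Gm5709* were at 1.74, 1.90 and 1.49 after level adjustment, and their levels in total embryo lay at mean percentiles of 8.74, 21.8 and 2.05 of receptor genes. *Apoa2* (−6.69), which encodes an apolipoprotein made in liver, *Ctrb1* (−6.28), which encodes a digestive enzyme of the pancreas, and *Actc1* (−5.94), which encodes cardiac actin, fell. Their levels in NCPs lay within the range of receptor genes (mean percentiles 88.6, 39.6 and 74.2), which limits the size of these decreases, and after level adjustment the values were −3.82, −3.64 and −3.24. Liver genes made up 10 and striated muscle genes 6 of the 100 probe sets with the largest decrease.

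Of the 100 probe sets with the largest increase, 58 carry no gene symbol, 21 carry several and 21 carry 1. Among the 100 with the largest increase that carry 1 symbol, 35 were olfactory or vomeronasal receptor genes (35%, against 5.56% of all such probe sets, Fisher exact test, p = 2.5e-19, two-sided). That number was 16 after quantile normalization again, 2 after cyclic loess and 0 after level adjustment. Receptor genes had been seen in Supplementary Table S2 before the test was chosen, so it is not independent of that pattern. Supplementary Table S2 held 34 of the 100 probe sets with the largest increase and 91 of those with the largest decrease.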

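*Isl1*, which encodes a LIM homeodomain factor of sympathetic and sensory neurons, was higher in 13.5 dpc NCPs, at 7.36 ± 0.74 (SD, n = 3 arrays) against 6.01 ± 0.26 (SD, n = 7 arrays) in total embryo. The log2 fold change was 1.35 (standard error 0.27, adjusted p = 7.38e-04 from limma with Benjamini-Hochberg adjustment), with all 3 NCP arrays above all 7 total embryo arrays. It was −0.34 with arrays centred on the receptor families and 1.13 after level adjustment, which was chosen after the values were seen. By log2 fold change *Isl1* ranked 2550 and *Prph* 8697 among 19937 genes, and 514 and 1229 after level adjustment. Of 16 autonomic transmitter genes, 13 rose and 1 fell, as many as when adjusted over the list alone (median 0.93, turning to −0.77 with arrays centred on the receptor families). After cyclic loess 4 were higher and 1 lower (median 0.24), and after level adjustment 2 and 1 (median 0.19). *Cartpt*, which encodes a neuropeptide precursor, was at 8.12 ± 0.040 against 6.66 ± 0.12 (log2 fold change 1.46, standard error 0.14, adjusted p = 2.14e-06). *Slc6a2*, which encodes the noradrenaline transporter, rose (1.28), and did not pass after level adjustment (0.39). By level *Slc6a2* lay within the range of receptor genes (mean percentiles 80.3 in NCPs and 88.7 in total embryo). The level of *Slc6a2* is therefore not shown to be above background. *Npy*, which encodes neuropeptide Y, fell (−0.74, adjusted p = 0.0339), turning to 0.19 after cyclic loess and 0.17 after level adjustment. In NCPs its level lay within the range of receptor genes (mean percentile 84.4), which limits the size of its decrease.

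*Npy* no longer passed without NCP replicate 1 (−0.57) or 2 (−0.45), or without total embryo replicate 2 (−0.71), 3 (−0.74), 4 (−0.71) or 6 (−0.70), and was −1.22 without NCP replicate 3. In camera the adjusted p of the transmitter list was 0.00796 (adjusted p = 0.0768 with an estimated correlation), and it did not pass after cyclic loess or level adjustment or with arrays centred on the receptor families. The call was lost for *Isl1* in 3 of 30 alternative settings, namely against the 1 control array of the same hybridization day (1.60), with arrays averaged per RNA isolate (1.37) and with an unmoderated test, with a difference no smaller than the reported value in each. *Isl1*, *Cartpt* and *Slc6a2* stood at the 34.0, 39.0 and 29.7 percentiles of the log2 fold changes of receptor genes.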

We noted microarray hybridization signals for several serotonin receptor genes in RNA isolated from pelvic ganglia relative to total embryo RNA (Table 1). However, only *Htr3a*, which encodes the obligate A subunit of the pentameric 5-HT3 receptor, exhibited significant up-regulation across all three time points with the highest fold change (2.55) at 15.5 dpc (Table 1). 

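Of the 14 serotonin receptor genes, 7 were higher and 1 lower in 13.5 dpc NCPs than in total embryo, and 6 did not pass the test, with the same counts when adjusted over the list alone. The list median was 0.57, and it turned to −0.097 after cyclic loess, −1.12 with arrays centred on the receptor families and −0.10 after level adjustment. The counts higher and lower were 3 and 3 after quantile normalization again, 0 and 4 after cyclic loess, 0 and 11 with arrays centred on the receptor families, and 0 and 3 after level adjustment, by limma. *Htr7*, a receptor gene coupled to adenylyl cyclase, was at 6.16 ± 0.27 (SD, n = 3 arrays) against 4.77 ± 0.23 (SD, n = 7 arrays), a log2 fold change of 1.39 (standard error 0.18, adjusted p = 2.76e-05 from limma with Benjamini-Hochberg adjustment). *Htr2c* rose by 1.30 (standard error 0.23, adjusted p = 2.53e-04), *Htr5b* by 1.04 (standard error 0.20, adjusted p = 5.82e-04), *Htr1f* by 0.59 (adjusted p = 0.015) and *Htr6* by 0.54 (adjusted p = 0.0114). *Htr2b*, a receptor gene of heart and mesenchyme, fell, from 7.03 ± 0.20 in total embryo to 5.75 ± 0.53 in NCPs (log2 fold change −1.28, standard error 0.22, adjusted p = 2.10e-04). *Htr4* (0.61), *Htr1d* (0.30), *Htr5a* (0.25), *Htr2a* (0.24), *Htr1b* (−0.020) and *Htr1a* (−0.11) did not pass.

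By level all 14 genes lay within the range of olfactory and vomeronasal receptor genes in NCPs, with mean percentiles of 28.9 to 84.9, so these levels are not shown to be above background. In total embryo *Htr7*, *Htr2c* and *Htr5b* did so as well (82.7, 86.7 and 86.3). So did *Htr3a*, *Htr5a*, *Htr1d*, *Htr1f*, *Htr3b* and *Htr4* (65.1, 81.3, 88.4, 90.9, 91.8 and 93.9). After level adjustment *Htr7* (0.34), *Htr2c* (0.35) and *Htr5b* (0.060) did not pass. In camera the list did not pass (adjusted p = 0.094). Of 10000 random lists matched on level in total embryo, 13.3% had a lower median. Over alternative settings the call was lost for *Htr7* in 2 of 28, *Htr2c* in 3 of 29, *Htr5b* in 5 of 28, *Htr1f* in 12 of 29, *Htr6* in 11 of 30 and *Htr2b* in 2 of 30. *Htr1f* did not pass without NCP replicate 2 (0.48) or 3 (0.47). It also did not pass with arrays averaged per RNA isolate (0.588), with the isolate as a random block (0.589) or with the label series as a block (0.543). *Htr1d* passed without NCP replicate 2 (0.52), *Htr5a* passed without NCP replicate 2 (0.57) and was −0.041 without NCP replicate 1, and *Htr4* passed without NCP replicate 3 (0.99) and was 0.17 without NCP replicate 2.

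**Figure D2:**
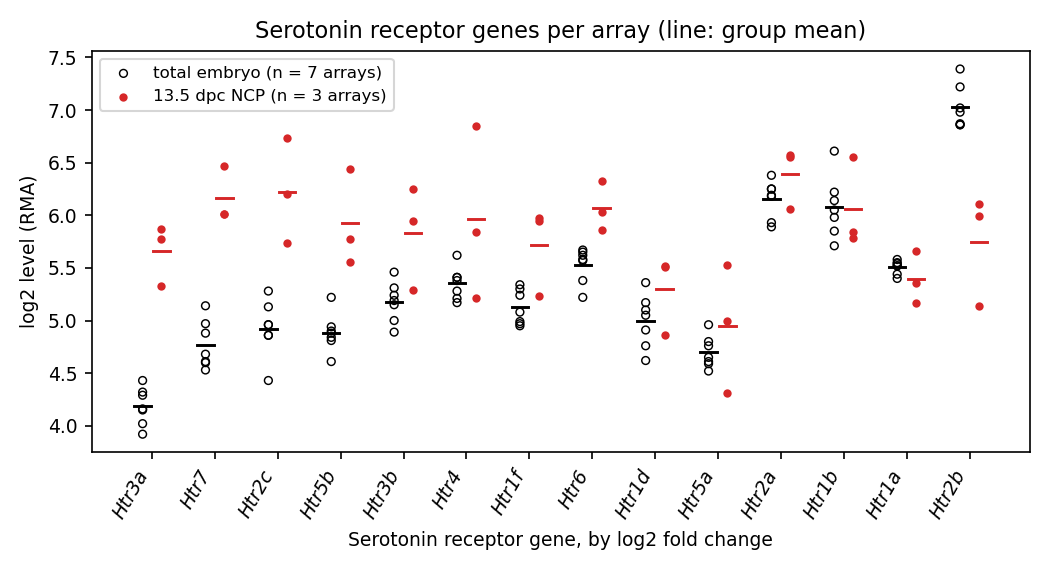
Log2 level (RMA) of the serotonin receptor genes on each of 3 arrays of 13.5 dpc NCPs (red) and 7 of total embryo (open circles), with a line at each group mean and genes ordered by log2 fold change. For *Htr3a*, *Htr7*, *Htr2c*, *Htr5b* and *Htr6* all 3 NCP arrays lie above all 7 total embryo arrays, and for *Htr2b* below them.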

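*Htr3a* was higher in 13.5 dpc NCPs, at 5.66 ± 0.29 (SD, n = 3 arrays) against 4.18 ± 0.18 (SD, n = 7 arrays) in total embryo. The log2 fold change was 1.48 (standard error 0.18, 95% interval 1.10 to 1.86, adjusted p = 1.05e-05 from limma with Benjamini-Hochberg adjustment). All 3 NCP arrays lay above all 7 total embryo arrays. Leaving out 1 array at a time gave 1.37 to 1.64, and the control arrays of the same label series gave 1.54, those of the other RNA isolate 1.43. *Htr3a* stood at the 39.9 percentile of the log2 fold changes of olfactory and vomeronasal receptor genes, and ranked 2136 among 19937 genes. By level it lay at the 57.4 ± 12.3 percentile (SD, n = 3 arrays) of those genes in NCPs and at 65.1 ± 6.13 (SD, n = 7 arrays) in total embryo, so its level is not shown to be above background in either group. The call was lost against the control array of the same hybridization day (1.50, adjusted p = 0.147) and after cyclic loess (0.090, adjusted p = 0.717), over a range of 5.9e-06 to 0.881 in all alternative settings. The value fell to 0.69 after quantile normalization again, to 0.046 after level adjustment (chosen after the values were seen), and turned to −0.22 with arrays centred on the receptor families.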

*Htr3b*, which encodes the B subunit of 5-HT3, was also significantly up-regulated at 14.5 and 15.5 dpc with fold-change values of 1.79 and 2.15, respectively. 

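*Htr3b*, the gene of the B subunit of the 5-HT3 receptor, was at 5.83 ± 0.49 (SD, n = 3 arrays) in 13.5 dpc NCPs and 5.18 ± 0.19 (SD, n = 7 arrays) in total embryo. The log2 fold change was 0.65 (standard error 0.21, adjusted p = 0.0142 from limma with Benjamini-Hochberg adjustment), and NCP and total embryo arrays overlapped. Among other settings, it did not pass against control arrays of the same label series (0.49), with arrays averaged per RNA isolate (0.63), with the isolate as a random block (0.64), with the label series as a block (0.49), after quantile normalization again (0.12) or without NCP replicate 3 (0.44), and turned to −0.14 after cyclic loess, −1.04 with arrays centred on the receptor families and −0.14 after level adjustment. Among the log2 fold changes of olfactory and vomeronasal receptor genes it stood at the 7.06 percentile. By level it lay at the 75.8, 32.6 and 86.7 percentiles of those genes on NCP arrays 1, 2 and 3 (mean 65.0) and at a mean of 91.8 in total embryo. From its profiling of these cells and of ganglia at later stages, the paper concludes that 5-HT3 expression is higher in fetal pelvic ganglia over the stages of autonomic neurogenesis.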

From these transcriptional profiling experiments, we conclude that the expression of serotonin receptor 5-HT3 is significantly up-regulated in fetal pelvic ganglia during stages of autonomic neurogenesis.

### 2.3. Multiple Serotonin Receptors Are Expressed during Differentiation of Pelvic Autonomic Neurons

Following the detection of serotonin receptor genes in fetal pelvic ganglia by microarray hybridization, reverse-transcription (RT) PCR was performed to validate the detection of individual 5-HT receptor genes. We specifically aimed to determine whether 5-HT receptors are expressed in *Sox10*+ progenitors or differentiating neurons. To accomplish this, we synthesized cDNA using RNA isolated from two populations: flow-sorted sacral NC-derived progenitors labeled by *Sox10*-H2BVenus+ transgene expression and differentiating neurons labeled by *Uchl1*-mCherry+ transgene expression [24]. All RNA isolates were obtained from fetal mice at 15.5 dpc. We observed the expression of all serotonin receptors in cDNA generated from whole mouse fetuses, as would be expected given the wide distribution of these receptors during development. We also detected the expression of every serotonin receptor in lower urinary tract RNAs at 15.5 dpc (Figure 3). Serotonin receptor genes *Htr1b*, *Htr1d*, *Htr2a*, *Htr2b*, *Htr*4, *Htr6*, and *Htr7* are expressed in *Uchl1*+ neuronal progenitors but are not present in *Sox10*+ NCPs. Interestingly, *Htr3a*, *Htr3b*, *Htr5a*, and *Htr5b* are expressed in early neurons marked by *Uchl1*-mCherry+ transgene expression as well as in NCPs marked by *Sox10*-H2BVenus. Serotonin receptor genes *Htr1a*, *Htr1f*, and *Htr2c* are not expressed in either *Sox10*+ or *Uchl1*+ populations at 15.5 dpc. From these experiments, we conclude that several serotonin receptor family members are expressed in differentiating neurons within fetal pelvic ganglia, but only *Htr3* and *Htr5* receptor subunit genes are expressed in early NCPs at this stage.

### 2.4. Perturbing Serotonin Receptor Signaling Alters Differentiation Outcomes of Sox10+ Sacral Neural Crest Progenitors In Vitro

Given the widespread expression of serotonin receptors in developing fetal LUT tissues and specifically the sustained up-regulation of *Htr3a* across all the stages of pelvic ganglia examined, we asked what effect stimulating serotonin receptors, and 5-HT3 in particular, has on the development of sacral NCPs that give rise to pelvic innervation. To address this question, we micro-dissected LUT tissues comprised of fetal bladder, pelvic ganglia, urethra, and genital tubercle from 14.5 dpc *Sox10*-H2BVenus+ fetuses, dissociated, and flow-sorted H2BVenus+ cells directly into low-density adherent culture conditions [25,26,27,28]. Under such conditions, individual progenitors form spatially distinct colonies whose composition reflects the differentiation capacities of individual cells in vivo. Thereby, the proportions of differentiated cell types within colonies grown during exposure to serotonin-targeting drugs can be assessed by immunohistochemical staining for markers of neurons (Peripherin), glia (GFAP), and myofibroblasts (SMA) with multipotent colonies identified by the presence of all three lineages. Since we identified the expression of multiple serotonin receptors in differentiating pelvic ganglia, we opted to perturb 5-HT receptor signaling with a receptor antagonist, clozapine, which broadly targets several 5-HT receptors. The treatment of sacral NCPs with clozapine led to a modest disruption of differentiation outcomes (Figure 4, Supplementary Table S5). Clozapine treatment increased the percentage of purely neuronal colonies compared to controls (45.2 ± 1.69% vehicle control, 50.9 ± 1.7% clozapine, *p* = 0.0201, Welch’s *t*-test). Additionally, mixed neuronal/glial colonies were reduced (12.8 ± 1.38% vehicle control vs. 8.82 ± 1.28% clozapine, *p* = 0.0367, Welch’s *t*-test), as well as neuron/glia/myofibroblast colonies (8.28 ± 1.21% vehicle control vs. 3.08 ± 0.81% clozapine, *p* = 0.0005, Welch’s *t*-test).

Due to the significant up-regulation of *Htr3a* in differentiating pelvic ganglia, we also asked if over-stimulating the 5-HT3 receptor specifically would affect sacral NC differentiation outcomes. The treatment of sacral NCPs with a 5-HT3 receptor-specific agonist, SR57227A [29,30,31], resulted in a dramatic reduction in purely neuronal colonies (45.2% ± 1.69% vehicle control vs. 31.3% ± 1.33% SR57227A, *p* = 7.179 × 10^−9^, Welch’s *t*-test). Alongside the reduction in neuronal colonies, over-stimulating 5-HT3 with SR57227A also increased the percentage of mixed neuron/myofibroblast colonies compared to the vehicle control (32.2% ± 2.04% vehicle control vs. 51.2% ± 1.78%, *p* = 5.236 × 10^−10^, Welch’s *t*-test). Similar to clozapine treatment, SR57227A also led to a reduction in mixed neuronal/glial colonies compared to the vehicle control (12.8% ± 1.38% vehicle control vs. 8.93% ± 1.18% SR57227A, *p* = 0.0345, Welch’s *t*-test).

Since it is possible that the altered lineage segregation of NC could lead to aberrant cell death, we quantified proportions of apoptotic cells in our control and drug-treated pelvic ganglia explant cultures using the ApopTag assay (Figure 4B,C). We did not observe any statistically significant differences in ratios of ApopTag+ cells between vehicle control-treated and 10 µM SR57227A-treated explants (0.0361 ± 0.0161 in control vs. 0.0519 ± 0.0232 in SR57227A-treated, N = 5 explants per treatment group, *p* = 0.9933, Welch’s *t*-test).

From these experiments, we conclude that perturbing serotonin receptor signaling, particularly the 5-HT3 receptor, alters the differentiation outcomes of sacral NCPs in vitro without altering programmed cell death.

### 2.5. Over-Stimulating 5-HT3 in Pelvic Ganglia Explants Attenuates Neurite Outgrowth

Given the significant effects that over-stimulating the 5-HT3 receptor had on the developmental potential of sacral NCPs grown in culture, we sought to determine how intact pelvic ganglia explants would respond to increasing dosages of the 5-HT3 agonist SR57227A. We sub-dissected pelvic ganglia from 13.5 dpc *Sox10*-H2BVenus animals and cultured them in a collagen matrix over several days using previously described culture conditions [6]. Pelvic ganglia explants were exposed to either the drug vehicle, 25 µM, or 50 µM SR57227A. Compared to vehicle-treated control pelvic ganglia explants, SR57227A-treated explants showed diminished neurite outgrowth in a dose-dependent manner (Figure 5A–C’). Sholl analysis of neurite arbor complexity revealed a substantial decrease in the average number of radii intersecting neuritic branches (Figure 5D) (*p* = 2.319 × 10^−8^, one-way ANOVA with Tukey’s HSD post hoc test). Additionally, the average size of the arbor, as measured by the enclosing radius of the explant, was significantly reduced in SR57227A-treated cultures (Figure 5E) (*p* = 7.575 × 10^−7^, one-way ANOVA with Tukey’s HSD post-hoc test). From these experiments, we conclude that normal arborization in developing pelvic ganglia is influenced by 5-HT3 receptor signaling. 

## 3. Discussion

A variety of clinical disorders originate from the disruption of lower urinary tract innervation. Pelvic surgeries such as prostatectomy [32], hysterectomy [33,34], or colorectal cancer surgery can damage pelvic nerves and lead to subsequent incontinence. Additionally, hyper-innervation of the bladder occurs in chronic cystitis [35,36]. As a result, there is a great need to understand developmental processes that regulate pelvic innervation both for regenerative strategies to restore bladder innervation as well as for the identification of agents to modulate aberrant innervation. To date, surprisingly little has been discovered about signaling factors that function during development to govern pelvic ganglia neurogenesis and neuronal maturation. In this study, we report a transcriptome profiling dataset that consists of gene expression patterns from fetal mouse pelvic ganglia during stages of autonomic neurogenesis. This dataset offers initial access for the unbiased identification of genes that regulate the formation and development of pelvic autonomic neurons. Through bioinformatics analysis, we identified a significant up-regulation of the obligate subunit for the type 3 serotonin receptor that is encoded by *Htr3a* in *Sox10*+ sacral neural crest progenitors and maturing neurons within the pelvic ganglia anlagen. Using pharmacologic stimulation of sacral neural crest progenitors and pelvic ganglia explants, we show that serotonin signaling via 5-HT3 plays a key role in NC differentiation outcomes and neuronal maturation.

*Sox10* is an essential transcription factor for NC development, which is a well-established marker of NC-derived progenitors, and is highly expressed in sacral NC [23,37,38,39]. To readily capture NC-derived progenitors and differentiating neurons for expression profiling within developing pelvic ganglia, we took an approach that relied upon *Sox10* expression mirrored by the *Sox10*-H2BVenus transgene [22]. Since differentiating autonomic neurons intermingle with sacral neural crest-derived progenitors within the pelvic ganglia anlagen, this strategy enabled the capture of pelvic autonomic neurons in the midst of neurogenesis. Transcription profiles from micro-dissected pelvic ganglia identified an increased expression of transcription factors *Phox2b*, *Gata2/3*, and *Hand2* that is consistent with the well-established roles of these genes in orchestrating autonomic neurogenesis [40] and prior reports of their expression in fetal mouse pelvic ganglia [41,42]. Other genes that are common markers of neurogenesis including *Isl1*, *Prph*, *Elavl4* (HuD), and *Uchl1* (PGP9.5) were also observed. Among the genes that were up-regulated as pelvic ganglia differentiated were several serotonin receptors, including *Htr3a*, which is the obligatory subunit of 5-HT3.

While serotonin receptor signaling is known to play multiple critical roles in brain development [43,44,45,46], our results are the first time that signaling through 5-HT3 receptors has been implicated in autonomic neurogenesis. In the developing brain, *Htr3a* knockout models have shown that this gene impacts dendritic complexity, synaptic plasticity, and climbing fiber elimination [47,48,49,50]. Previous work in the central nervous system (CNS) has also shown that *Htr3a* influences the speed and directionality of migrating postnatal neuroblasts in the postnatal subventricular zone [51]. The notable expression of *Htr3a* in developing pelvic ganglia that we detected in this study in combination with the altered bladder function documented in *Htr3a* knockout mice [52] supports a previously unrecognized role for 5-HT signaling in pelvic ganglia ontogeny. We have previously demonstrated the robust expression of *Htr3a* in HuC/D+ neurons in the developing and mature pelvic ganglia [52]. However, our studies unexpectedly reveal that *Htr3a* is expressed not only in pelvic ganglia neurons but also in sacral NCPs prior to their differentiation that were isolated on the basis of *Sox10*-H2BVenus expression. Moreover, specific agonism of 5-HT3 via SR57227A resulted in a loss of neuronal fate acquisition in vitro and suggests that signaling through this receptor plays a role in lineage segregation. To our knowledge, this is the first study to implicate the 5-HT3 receptor in the specification of any cell type.

The 5-HT3 receptor is the only member of the 5-HTR family that functions as a ligand-gated ion channel [53] and is highly permeable to calcium. Given the extensive roles of calcium second-messenger signaling in neuronal development (reviewed in [54]), it is possible that neuronal specification may be influenced by calcium flux through this receptor. Calcium spike activity in the CNS has been shown to regulate the expression of genes driving neuronal specification, including *NeuroD*, while inhibiting the expression of *Hes1* and *Id2* that suppress neuronal fate [55,56]. Calcium flux further acts to modulate the specification of neuronal subtypes [57,58] and the acquisition of mature neuronal morphology [59,60] in the CNS. The potential role for 5-HT3-mediated calcium signaling to serve as a mechanism of neuronal specification and subsequent neuronal maturation is a ground-breaking principle that will require future analysis in vivo across multiple autonomic neuron populations to determine if this effect is restricted to sacral neural crest or more widely applicable to other NC populations in the peripheral nervous system.

Given the variety of pharmacological agents that are widely used as therapeutics for 5-HT modulation and the expression of additional 5-HTRs that we observed in developing pelvic ganglia neurons, there is broad potential for 5-HT receptor signaling to impact peripheral autonomic neuron development. To investigate this, we treated sacral NCPs with clozapine (mixed 5-HT2 receptor antagonist) and observed a modest effect on differentiation outcomes with an increase in purely neuronal colonies and concurrent reduction of colonies comprised of neurons and glia. Notably, we observed a pronounced effect of clozapine treatment on the multipotency of NC-derived progenitors with a significant reduction of colonies containing all three lineages of neurons, glial cells, and myofibroblasts. Although clozapine is known to antagonize multiple serotonin receptors [61], the 5-HT2A receptor is one candidate that may be the mediator of increased neuronal differentiation in our in vitro cultures. We readily detected *Htr2a* by RT-PCR in pelvic ganglia neurons captured on the basis of *Uchl1* transgene expression, and within the 5-HT2 receptor family, clozapine exhibits the highest binding affinity for 5-HT2A [62,63]. In contrast to our observations, a prior study using *Htr2a* knockout animals found that 5-HT2A is highly expressed in NC-derived enteric neurons, but the loss of this receptor did not alter the distribution of enteric neuron numbers or patterning of ganglia [64]. The difference between the pharmacological effects of clozapine that we observed may be due to action at other 5-HTRs or differences in 5-HT2A function between autonomic neuron populations that populate the bowel versus the sacral crest that populates the lower urinary tract. Regardless, our findings underline the importance of continued study of 5-HTR signaling in the development of NC-derived autonomic lineages in the lower urinary tract.

In addition to modulating NC differentiation potential, we found that over-stimulating the 5-HT3 receptor by the exposure of fetal pelvic ganglia to SR57227A led to a significant reduction in neurite arbor complexity. These findings are consistent with phenotypes reported in a prior study of 5-HT3 receptor mutant mice, *Htr3a^vs/vs^*, in which the 5-HT3 receptor was targeted by homologous recombination to produce a variant that is hyper-sensitive to serotonin binding and allows greater ion flux into the channel than wild-type receptors [65]. The bladder wall in *Htr3a^vs/vs^* mice exhibits deficits of neuronal processes, which is analogous to the reduced neurite arbor complexity we observed in pelvic ganglia cultures treated with 5-HT3 receptor agonist. The reduction of bladder wall innervation in *Htr3a^vs/vs^* was postulated to be the result of neurocytotoxicity, which is reasonable given the increased calcium signaling that would occur in these animals. Our data suggest that this effect occurs during development and that these developmental deficits of innervation persist into adulthood. *Htr3a^vs/vs^* animals also exhibit bladder smooth muscle hyperplasia. While reduced innervation in *Htr3a^vs/vs^* bladder could produce this muscle hyperplasia, it is intriguing that over-stimulation of the receptor results in increased bladder smooth muscle in vivo that is reminiscent of the increased myofibroblast differentiation we observed in SR57227A-treated cultures. Recent analysis from our group found that loss of the 5-HT3 receptor in *Htr3a* knockout mice results in increased innervation density in bladder smooth muscle in late fetal stages that is also evident in adult knockout mice [52]. Collectively, these findings suggest that signaling via the 5-HT3 receptor is crucial for the normal development of pelvic innervation and plays an important role in neuronal morphological growth and maturation in an activity-dependent manner. Our findings also suggest that roles for 5-HT3 previously documented in brain development, particularly in neuritic outgrowth and complexity [48,49,50], are conserved in the developing autonomic nervous system. Although our group and others have demonstrated roles for 5-HT3 signaling in neuronal process growth, the downstream molecular components mediating these effects remain unknown. Future efforts will be needed to determine how 5-HT3 activity regulates neuronal architecture during development.

Our studies add credence to the concept that the disruption of 5-HT signaling during development has the potential to cause enduring effects in the adult nervous system that predispose to long-lasting functional effects after birth. Accumulating evidence from studies of 5-HT signaling during brain development has shown that a variety of behavioral and molecular measures are impacted in adult animals when critical genes in 5-HT pathways are altered [66,67,68,69]. Other studies with variants of the serotonin transporter (SERT) have shown that 5-HT signaling is essential for normal neurogenesis within the enteric nervous system (ENS), including the intrinsic ganglia that mediate gastrointestinal motility [70]. In addition, the treatment of pregnant mice with pharmacologic compounds that alter 5-HT bioavailability can exert effects on aspects of both the CNS and ENS [70,71]. Our studies of sacral NC-derived progenitors and explanted pelvic ganglia presented here show that 5-HT signaling is also a key requirement for the normal development of pelvic ganglia neurons. Together with prior work that documented altered bladder innervation and function in *Htr3a* mutant mice (52), these studies collectively suggest that further study regarding the administration of compounds that alter 5-HT to pregnant women is justified.

As a whole, the experimental findings presented contribute to our understanding of signaling pathways that mediate sacral NC development and provide a valuable source of gene expression data that will fuel future studies of autonomic neurogenesis throughout the peripheral nervous system. Regional differences between axial levels of NC populations are well-established, but the sacral NC is relatively understudied compared to the cranial and truncal populations. The transcriptome dataset we have generated is a powerful resource for research groups interested in the identification of unique drivers of sacral NC development and comparing salient gene expression patterns between NC populations. Our discovery of the importance of serotonin receptor signaling, and specifically 5-HT3 as a mediator of neuronal specification in pelvic ganglia development, represents one of the myriad of applications of this transcriptome profiling study.

## 4. Materials and Methods

### 4.1. Mouse Husbandry

The Institutional Animal Care and Use Committee at Vanderbilt University Medical Center approved all animal procedures. Mouse strains utilized included Tg (*Sox10*-HIST2H2BE/Venus)^ASout^ (hereafter *Sox10*-H2BVenus, MGI: 3769269) and Tg (*Uchl1*-HIST2H2BE/mCherry)^FSout^ (hereafter *Uchl1*-mCherry, MGI: 5013570). Timed matings were set to obtain staged mouse fetuses, designating the morning of plug formation as 0.5 days post coitum (dpc). Transgenic mice were screened by tissue fluorescence and PCR as previously reported [22,24] using the oligonucleotide primers listed in (Table 2). Thermocycling parameters were: 94 °C, 5 min; 35 cycles of (94 °C, 30 s; 55 °C, 30 s, ramp 0.5 C/s to 72 °C; 72 °C, 30 s; ramp 0.5 °C/s to 94 °C); 72 °C, 10 min.

### 4.2. Isolation of mRNA from Fetal Mouse Lower Urinary Tract

Litters from timed pregnancies were harvested at 13.5, 14.5, or 15.5 days post coitus (dpc), counting the day of plug detection as 0.5 dpc. Embryos were screened for fluorescence in whole mount; then, pelvic ganglia were dissected and dissociated for flow sorting as described [22]. Pools of 4-18 intact fetal LUT or micro-dissected pelvic ganglia were combined to form single samples. At least three independent pools were collected for the harvest of RNA. Total RNA was isolated as previously described [22,24].

### 4.3. Immunohistochemistry (IHC)

Fetal cryo-sections were cut sagittally on a Leica cryostat at a thickness of 20 microns and mounted onto 3-aminopropyltriethoxysaline (3-APES) treated slides. After drying the slides at 37 °C for 30 min on a slide warmer, they were immersed in 1XPBS-0.3% Triton X-100 for 5 min to dissolve residual embedding medium. Then, slides were blocked for at least 30 min at room temperature in blocking solution (1XPBS-0.3% Triton X-100, 10% Bovine Serum Albumin (Sigma A2153, St. Louis, MO, USA), 5% Normal Donkey Serum (Jackson ImmunoResearch 017-000-121, West Grove, PA, USA), 0.45 μm sterile filtered). Slides were incubated in primary antibodies (Table 3) diluted in blocking solution overnight at 4 °C. The slides were rinsed thoroughly in sterile 1XPBS and incubated in secondary antibodies diluted in blocking solution for 1 h at room temperature (Table 4). After rinsing with sterile 1XPBS, the slides were immersed in 0.5 mM cupric sulfate in 50 mM ammonium acetate buffer to quench autofluorescence. Then, sterile water was applied to quench the cupric sulfate. The slides were mounted with AquaPolyMount (Polysciences, Inc., 18606, Warrington, PA, USA) and coverslipped.

### 4.4. Microarray Hybridizations and Data Analysis

RNA sample concentrations were determined by RiboGreen fluorescence (ThermoFisher, #R11490, Waltham, MA, USA) in comparison to a standard curve ranging from 1 to 50 ng/mL. For each sample, 3 ng total RNA was amplified by Nugen WT-PICO (Affymetrix, #3300, Santa Clara, CA, USA), processed on the Nugen Exon Module (Affymetrix, #2000, Santa Clara, CA, USA) and the FL-Ovation kit (Affymetrix, #4200, Santa Clara, CA, USA), followed by hybridization to mouse Gene 1.0 ST Affymetrix arrays. Raw data were processed with Affymetrix Gene Expression Console using robust Multi-Array Average (RMA) normalization [72]. Differential expression analysis was performed using the LIMMA Bioconductor package (Supplementary Table S1) [73]. A false discovery adjusted *p*-value of <0.05 was considered statistically significant. Heatmap and cluster analysis were performed using R package heatmap3 [74]. The top 100 up- and down-regulated genes were selected by ranking fold change relative to total embryo mRNA levels for each stage examined (13.5 dpc Supplementary Table S2; 14.5 dpc Supplementary Table S3; 15.5 dpc Supplementary Table S4).

### 4.5. Reverse Transcription (RT) PCR

cDNA was synthesized from purified RNA using the High Capacity cDNA Reverse Transcription kit (ABI, Life Technologies, #4368814, Carlsbad, CA, USA), with an input of 25 ng RNA and in accordance with the manufacturer’s instructions. All cDNA was stored in small aliquots at −80 °C to avoid repeated freezing and thawing. To minimize the consumption of cDNA, the TaqMan Pre-Amplification Master Mix kit (Life Technologies, #4384266, Carlsbad, CA, USA) was used to amplify cDNA templates for the specific detection of serotonin receptor genes (*Htrs*). Primers to detect serotonin receptor gene expression were carefully designed to bridge exons and avoid regions of high homology between *Htr* gene family members and detect the expression of all known splice variants (Supplementary Table S6). The pooled assay mix for the amplification contained reverse and forward primers for each murine *Htr* gene, along with primers for housekeeping gene *ActB* as a control. Pre-amplified cDNA was used for traditional PCR, using the same *Htr* primers pooled in the pre-amplification mix. Thermocycling conditions were the following: 94 °C 5 min; 34 cycles of (94 °C 30 s, 55 °C 30 s, 72 °C 30 s); final extension 72 °C 10 min. PCR products were visualized by non-denaturing polyacrylamide gel electrophoresis.

### 4.6. Assessment of Developmental Potential in Cultures of Sacral Neural Crest Progenitors

Fetal LUT tissues including bladder, pelvic ganglia, urethra, and genital tubercle were micro-dissected from 14.5 dpc *Sox10*-H2BVenus transgenic mice. Venus+ cells were isolated via FACS. Cells were plated and grown in culture using established conditions as previously described [26,28]. The cultures were treated with either drug vehicle control, clozapine (1 μM, Sigma Aldrich #C6305, St. Louis, MO, USA), or 5-HT3 receptor-specific agonist SR57227A (1 μM, Sigma Aldrich, #S1688, St. Louis, MO, USA). Cells were grown in self-renewal media for one week and then switched to differentiation media and cultured for another week. Drugs were replenished every three days over the differentiation media culture period. To determine the developmental potential of NCPs following exposure to these drugs, cultures were fixed and immunostained for differentiated cell type markers (peripherin for neurons, GFAP for glia, Smooth Muscle Actin (SMA) for myofibroblasts) and counter-stained with DAPI. Colony composition was determined by counting the total number of colonies per well that were labeled by each marker. Colonies were classified as being purely neuronal, glial, or myofibroblast (N, G, and M, respectively), or combinations of these lineages. Percentages of colony type were calculated by dividing the number of colonies of a particular subtype over the total number of colonies in the well. Then, these percentages were averaged across replicates.

### 4.7. Pelvic Ganglia Explant Cultures

Pelvic ganglia cultures were established as previously described [6]. Briefly, collagen (Millipore, 08-115, Burlington, MA, USA) was mixed with 5× DMEM (made from Gibco 12100 powdered media) to normal osmolality and adjusted to neutral pH (~6.9–7.4) using Phenol Red indicator dye. Collagen was diluted to 1 mg/mL final concentration in DMEM (Gibco, 31053, Waltham, MA, USA) containing 10% fetal bovine serum (Benchmark, 100-106) and penicillin, streptomycin, and amphotericin B (Gibco, 15240-96, Waltham, MA, USA). Pelvic ganglia from 13.5 dpc urogenital sinuses were visualized under fluorescence illumination based on expression of the *Sox10*-H2BVenus transgene [22,24] and micro-dissected into ice-cold PBS. Individual pelvic ganglia were transferred to single wells of a 6-well tissue culture plate coated with collagen gel and gently inserted into the gel surface using micro-forceps. Agarose beads (Sigma C1461, St. Louis, MO, USA) saturated with 100 ng/µL of NT-3 (Peprotech 450-03, Rocky Hill, NJ, USA) were positioned in the gel using a 27 g needle at a position 1000 µm from the explant center. A vehicle-treated bead was positioned at 1000 µm on the opposite side of each explant. For 5-HT3 agonist-treated collagen gels, SR57227A (Sigma, S1688, St. Louis, MO, USA) was reconstituted in sterile MilliQ water to 1000 µM and added to the media to achieve concentrations ranging from 10 to 50 µM. After four days of culture at 37 °C in 5% CO_2_, explants were fixed in neutral buffered formalin (NBF, Sigma, HT501128, St. Louis, MO, USA) with 0.1–0.5% TX-100 (Fisher BP151, Waltham, MA, USA) and processed for IHC detection by rinsing with wash buffer (PBS with 0.1% TX-100 with 0.5% Bovine Serum Albumin (BSA, Sigma, A2153, St. Louis, MO, USA)) and blocking in PBS with 0.1–0.5% TX-100 with 1% BSA and 5% Normal Donkey Serum (NDS, Jackson ImmunoResearch, 017-000-121, West Grove, PA, USA). Primary antibodies were diluted in blocking solution and applied to cultured explants overnight at 4 °C. Explants were rinsed in wash buffer and incubated in secondary antibody for 1–2 h at room temperature. Following staining, cultured explants were rinsed in wash buffer, post-fixed in 4% NBF with 0.1–0.5% TX-100, and imaged on a Leica DMI 6000B inverted fluorescent microscope.

### 4.8. ApopTag Assay for Apoptosis in Pelvic Ganglia Explant Cultures

After 4 days of culture, pelvic ganglia explants were fixed for 1 h at 4 °C with neutral buffered formalin (Sigma) and subsequently washed into 1 × PBS. Apoptotic cells were detected in intact explants with the ApopTag^®^ Red In Situ Apoptosis Detection Kit (EMD Millipore, S7165, Burlington, MA, USA) while still embedded in the collagen gel. Following this assay, the explants were subjected to immunochemistry with anti-Hu C/D antibody (a pan-neuronal marker, gift of V. Lennon, 1:10,000) overnight at 4 °C and a donkey anti-human Cy5 secondary at a 1:250 dilution for 1 h at room temperature. Explants were incubated for 5 min in 0.5 mg/mL DAPI and then transferred to glass slides and coverslipped using glycerin jelly (7.5% *w*/*v* glycerine, 55% *v*/*v* glycerol) and maintained at 4 °C in a dark, humidified chamber until imaging. Confocal microscopy was performed on a Zeiss Scanning Microscope LSM510 using a 633 nm laser for imaging Cy5 (649–745 band pass filter), 543 nm laser for imaging Cy3 (560–615 band pass filter), and a 488 nm laser for imaging Alexa 488 (505–550 band pass filter) to visualize the transgene expression and secondary antibody fluorophores. Images were captured with the Zeiss LSM Image Browser Software and then exported from the Image Browser software as.tiff files and assembled in Adobe Photoshop (2014 2.2 release, Adobe Systems Inc., San Jose, CA, USA).

### 4.9. Sholl Analysis

Neurite extension was measured in images of pelvic ganglia explants from each experimental condition (*n* = 12−14) that had been stained with PGP9.5. Individual images were converted to 8 bit/channel, indexed color tiff files in Adobe Photoshop (2014 2.2 release, Adobe Systems Inc., San Jose, CA, USA). Neurites in each image were traced semi-automatically using the NeuronJ plugin [75] for ImageJ (version 1.50e, National Institutes of Health, Washington, DC, USA) and saved as grayscale bitmap images. Arborization complexity was measured by Sholl analysis of neurite tracings using the Sholl ImageJ plugin [76]. For each image, the center of the ganglion was used as the center of analysis and the ending radius was defined by the most distal point of the neuritic arbor. A radius step size of 0 was used for continuous sampling of the entire arbor. The number of intersections between sampling radii and the arbor were assessed as a readout of arbor complexity.

### 4.10. Statistical Analysis

Colony composition among drug treatment groups (vehicle control, SR57227A, clozapine) was averaged for each treatment group. Colony percentage means were statistically compared via Welch’s *t*-test; a *p*-value of <0.05 was considered significant. For Sholl analysis, the number of radii intersecting the arbor of each sample per treatment group (vehicle control, 25 μM, and 50 μM SR57227A) were averaged. These averages were statistically compared via one-way ANOVA with Tukey’s Honest Significant Difference (HSD) post-hoc test to correct for multiple comparisons. The size of the enclosing radius of the arbor of each sample per treatment group was averaged and compared via one-way ANOVA with Tukey’s HSD post hoc test.

## Figures and Tables

**Figure 1:**
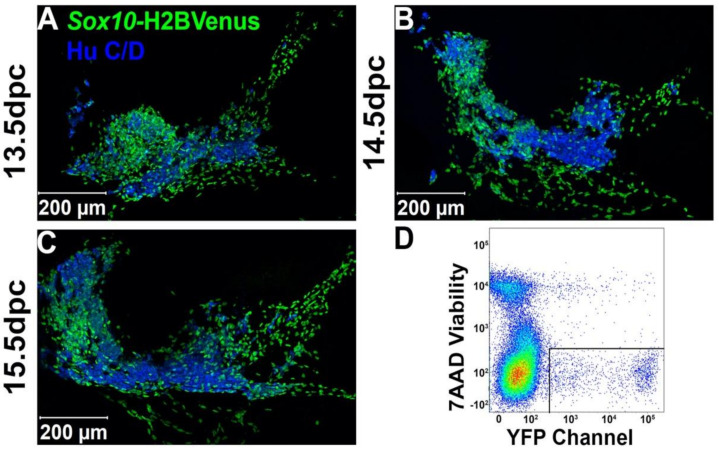
Distribution of *Sox10-*H2BVenus+ NCPs and neurons in developing fetal pelvic ganglia. *Sox10-*H2BVenus+ NC-derived cells (green) can be specifically visualized by confocal microscopy and isolated via FACs. Sagittal cryo-sections through a *Sox10-*H2BVenus transgenic mouse pelvic ganglion at (**A**) 13.5 dpc, (**B**) 14.5 dpc, and (**C**) 15.5 dpc and stained with pan-neuronal marker Hu C/D (blue cells). (**D**) FACS profile of *Sox10*-H2BVenus+ cells isolated from the urogenital sinus of 13.5 dpc transgenic mice. Viable cells that excluded 7AAD and that were Venus+ were selected as shown in the boxed gated area.

**Figure 2:**
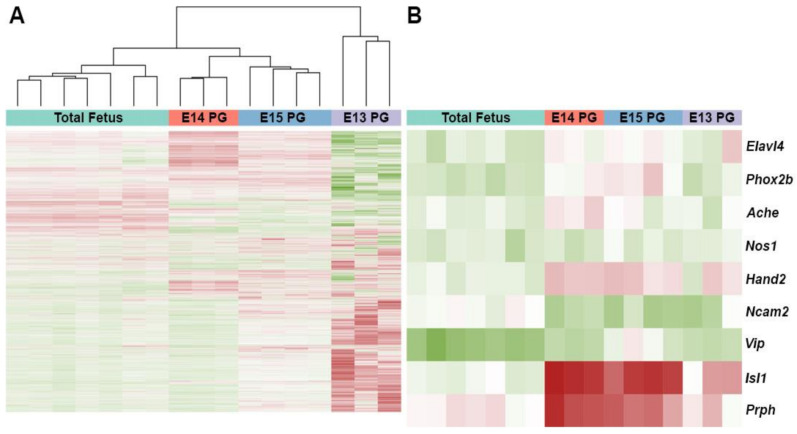
Microarray hybridization clustering of RNA isolates from fetal mouse pelvic ganglia compared to whole embryo control replicates. (**A**) Heat map displaying consistent gene expression patterns within biological replicates of control and experimental samples based on unsupervised, unbiased clustering using all genes. Each horizontal line represents expression detected by one probe set. Increased hybridization relative to control tissue is indicated by red, whereas green bars indicate decreased gene expression relative to total embryo control hybridization signals. (**B**) Heat map reflecting expression of control genes that were expected to be up-regulated in neuronal cell types across all compared samples. The graphic shown depicts clusters based on gene order.

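The 7 total embryo arrays had a mean pairwise Pearson correlation across probe sets of 0.976 (0.954 to 0.987), and the 3 NCP arrays of 13.5 dpc a mean of 0.614 (0.582 to 0.677). Between NCP and total embryo arrays the mean was 0.569 (0.459 to 0.651). Probe sets are not independent replicates. The mean correlation within groups exceeded that between groups by 0.362, the highest of the 120 splits of the arrays into 3 and 7 (one-sided exact permutation p = 0.00833). That test takes the repeat arrays of 2 total embryo isolates as separate samples. With arrays averaged per RNA isolate the excess was 0.134 (one-sided exact permutation p = 0.2 over 10 splits, where the smallest possible is 0.1), a test chosen after the values were seen. Among NCP arrays the mean correlation was below that between groups with Spearman's coefficient (0.472 against 0.496) and after level adjustment (0.896 against 0.902). In complete linkage clustering on 1 minus the correlation, the total embryo arrays joined at a height of 0.046, NCP arrays 1 and 3 at 0.323 and all arrays at 0.541. The 3 NCP arrays were not on 1 branch, as NCP array 2 stood alone. With only probe sets above the 95th percentile of receptor genes, the 3 NCP arrays did share a branch, and all arrays joined at 0.661.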

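Among other genes of the neuronal panel, *Vip*, which encodes vasoactive intestinal peptide, was higher in 13.5 dpc NCPs, at 5.17 ± 0.20 (SD, n = 3 arrays) against 4.35 ± 0.14 (SD, n = 7 arrays). The log2 fold change was 0.83 (standard error 0.16, adjusted p = 4.74e-04 from limma with Benjamini-Hochberg adjustment), and turned to −0.35 after quantile normalization again, −0.58 after cyclic loess, −0.87 with arrays centred on the receptor families and −0.50 after level adjustment. *Ncam2*, a cell adhesion gene, fell by 1.02 (standard error 0.27, adjusted p = 0.00474), with a value of −0.67 without NCP replicate 2. It did not pass against the control array of the same hybridization day (−1.25), with arrays averaged per RNA isolate (−1.03), with an unmoderated test or after level adjustment (−0.60). In NCPs *Ncam2* lay within the range of olfactory and vomeronasal receptor genes (mean percentile 59), which limits the size of its decrease. *Nos1* (0.025), which encodes neuronal nitric oxide synthase, and *Ache* (−0.047), which encodes acetylcholinesterase, did not pass the test. The call for *Vip* was also lost against the control array of the same hybridization day and with arrays averaged per RNA isolate. By level *Vip* lay within the range of olfactory and vomeronasal receptor genes, at the 33.0 percentile in NCPs and 70.6 in total embryo, so its level is not shown to be above background. Among their log2 fold changes it stood at the 11.7 percentile.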

**Figure 3:**
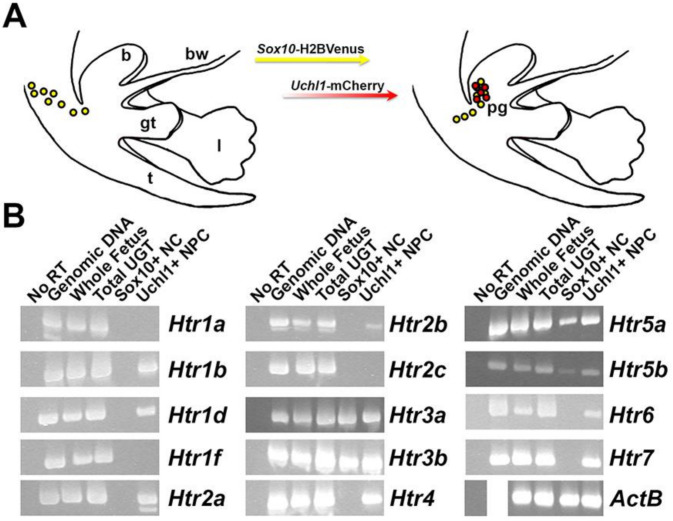
Expression of serotonin receptor genes in sacral neural crest-derived progenitors and pelvic ganglia neuronal precursors. RT-PCR conducted on cDNA derived from distinct cell populations in the lower urinary tract at 15.5 dpc reveals the expression of a subset of serotonin receptors in developing pelvic innervation. (**A**) Schematic diagram shows the distribution of cells marked by two transgenic mouse lines that were used to isolate distinct cell populations within the developing lower urinary tract. NCPs expressing *Sox10*-H2BVenus transgene (yellow) migrate into the LUT and upon neuronal differentiation up-regulate the *Uchl1*-mCherry transgene (red). cDNA was synthesized from isolated RNA that was purified from these two cell populations by FACS. (**B**) Gel electrophoresis of RT-PCR products generated by the specific amplification of 5-HT receptor genes. cDNA was synthesized from whole mouse fetus, total lower urinary tract (bladder with attached genital tubercle), *Sox10*-H2BVenus+ cells isolated by FACS, and pelvic *Uchl1*-mCherry+ neuronal progenitor RNA. Template with no reverse transcriptase added to the cDNA synthesis reaction (“No RT”) served as a negative control; genomic DNA template served as a positive control. Amplification of housekeeping gene ActB served as a positive control for the PCR reaction. (b, bladder; t, tail; gt, genital tubercle; l, limb bud; bw, body wall; pg, pelvic ganglia).

**Figure 4:**
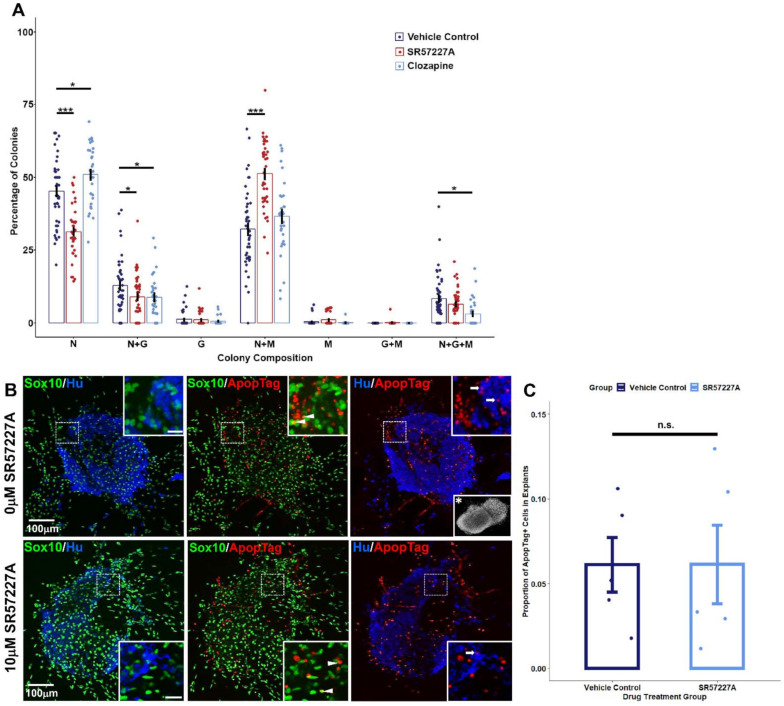
Pharmacologically perturbing serotonin signaling alters the differentiation outcomes of sacral NCPs in vitro. (**A**) *Sox10*-H2BVenus+ sacral NCPs were flow-sorted from 13.5 dpc pelvic ganglia and then grown in low-density cultures and treated with drug vehicle (negative control), SR57227A (specific 5-HT3 receptor agonist), or clozapine (mixed antagonist of several serotonin receptors). Mean ± SEM percentage of colonies expressing markers of differentiated cell types including neurons (Peripherin+, N), glia (GFAP+, G), and myofibroblast (Smooth Muscle Actin+, M) after exposure to either vehicle control, SR57227A, or clozapine are plotted. * *p* < 0.05, *** *p* < 0.001, assessed by Welch’s *t*-test. *n* = 33−45 wells per treatment condition. (**B**) Confocal images of 13.5 dpc *Sox10*-H2B-Venus (green) pelvic ganglia explants cultured in the presence or absence of the 5-HT agonist SR57227A and subjected to detection of apoptotic cells (red, ApopTag) followed by immunohistochemistry with Hu C/D antibody, a pan-neuronal marker. Occasional apoptotic glial cells (arrowheads) and neuronal cells (arrows) are indicated. The scale bar for all insets is 20 μm. Representative DAPI staining reveals the explants also contain a non-glial, non-neuronal cell population and that the majority of apoptotic events take place in this population (inset with asterisk, 120× magnification). (**C**) Quantification of proportions of ApopTag+ cells out of total cells in pelvic ganglia explants. *p* = 0.99, Welch’s *t*-test.

**Figure 5:**
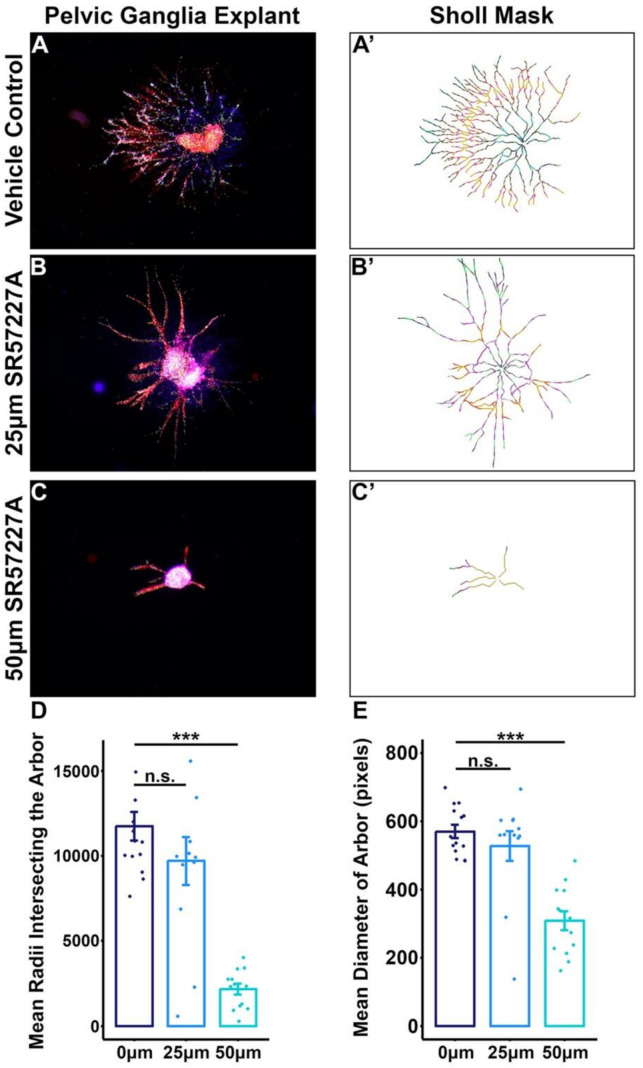
Over-stimulating 5-HT3 in cultured fetal pelvic ganglia explants diminishes neurite arbor complexity. *Sox10*-H2BVenus 13.5 dpc pelvic ganglia explants treated with 5-HT3 receptor agonist SR57227A exhibit a severe reduction in the elaboration and complexity of neuronal processes compared to vehicle control. (**A**–**C**) Fluorescent microscope images of pelvic ganglia explants treated with drug vehicle (**A**), 25 μm SR57227A (**B**), or 50 μm SR57227A (**C**). (**A’**–**C’**) Sholl masks generated for pelvic ganglia explant neuronal fiber tracings that demarcate concentric radii used to quantify neurite arbor complexity and growth. (**D**) Average number of intersections of the neurite arbor with Sholl radii plotted for each treatment group. (**E**) Average diameter of the outer-most circle drawn that encompasses the entire arbor. For both plots, black brackets are SEM. *n* = 12–14 pelvic ganglia explants per treatment group. *** = *p* < 0.001, n.s. = not statistically significant, assessed via one-way ANOVA with Tukey’s Honest Significant Difference test to correct for multiple comparisons.

**Table 1:** Expression levels of 5-HT receptor genes in developing pelvic ganglia.

		13.5 dpc NCP		14.5 dpc NCP		15.5 dpc NCP	
Gene Symbol	mRNA Accession Number	Fold Change	Adjusted *p*-Value	Fold Change	Adjusted *p*-Value	Fold Change	Adjusted *p*-Value
*Htr1a*	NM_008308	−0.16	0.5054	−0.48	0.1293	−0.07	0.8173
*Htr1d*	ENSMUST00000121571	0.21	0.4659	−0.24	0.6965	0.08	0.8384
*Htr1f*	NM_008310	0.73	0.0116	0.02	0.9902	0.56	0.1074
*Htr2a*	NM_172812	0.47	0.1181	−0.20	0.7986	−0.29	0.4381
*Htr2b*	NM_008311	−1.41	0.0006	−0.97	0.0475	−1.44	0.0011
*Htr2c*	ENSMUST00000096299	1.39	2.08 × 10^−5^	−0.51	0.2132	−0.06	0.8892
*Htr3a*	NM_013561	1.21	0.0008	2.33	2.18 × 10^−7^	2.55	4.16 × 10^−9^
*Htr3b*	NM_020274	0.61	0.2917	1.79	0.0112	2.15	0.0010
*Htr4*	NM_008313	0.81	0.0047	0.08	0.9422	0.48	0.1593
*Htr5a*	NM_008314	0.43	0.1824	−0.07	0.9622	0.29	0.4627
*Htr5b*	NM_010483	1.17	1.72 × 10^−5^	0.05	0.9626	0.24	0.4069
*Htr6*	NM_021358	0.52	0.0398	−0.25	0.6064	0.44	0.1555
*Htr7*	NM_008315	1.46	3.77 × 10^−5^	−0.05	0.9748	0.35	0.3744

Fold change of serotonin receptor mRNA relative to total fetus mRNA levels for samples at ages 13.5, 14.5, and 15.5 dpc. Adjusted *p*-values were corrected for multiple statistical comparisons. Note that *Htr3a* is significantly enriched in differentiating pelvic ganglia throughout the developmental time window of autonomic neurogenesis and differentiation.

**Table 2:** Oligonucleotide primers used for genotyping mouse lines in this study.

Genotype	5′ to 3′ Sequence	Expected Product Size
*Sox10* BAC vector arm insert junction	Sox10 BAC Sp6 Forward: GTTTTTTGCGATCTGCCGTTTC Sox10 BAC Sp6 Reverse: GGCACTTTCATGTTATCTGAGG	227 bp
	Sox10 BAC T7 Forward: TCGAGCTTGACATTGTAGGAC Sox10 BAC T7 Reverse: AAGAGCAAGCCTTGGAACTG	202 bp
*Sox10*-H2BVenus	Internal Forward: CTGGTCGAGCTCGACGGCGACGTA Internal Reverse: AGTCGCGGCCGCTTTACTTG	580 bp
*Uchl1* BAC vector arm insert junction	Uchl1 BAC Sp6 Forward: GCCGTCGACATTTAGGTG Uchl1 BAC Sp6 Reverse: CCTACCCTTCGTCTTCTTTTG	200 bp
	Uchl1 BAC T7 Forward: GTGTTGCTTTCTTTGAGTGG Uchl1 BAC T7 Reverse: TACTCAGGATGCTGAAACAGG	257 bp
*Uchl1*-H2B	Internal Forward: GTACTAAGGCCGTCACCAAG Internal Reverse: GTACATGAACTGAGGGGACAG	263 bp

**Table 3:** Primary antibodies used in immunohistochemistry.

Antigen	Host	Vendor, Catalog Number	Dilution	RRID
PGP9.5	Rabbit, polyclonal	AbD Serotec, #7863-0504	1:4000	AB_2210505
Peripherin	Rabbit, polyclonal	Millipore, #AB1530	1:1000	AB_90725
FITC-conjugated FITC	Mouse, monoclonal	Sigma Aldrich, #F3777	1:800	AB_476977
Cy3-conjugated GFAP	Mouse, monoclonal	Sigma Aldrich, #C9205	1:800	AB_476889
HuC/D	Human	Gift of Dr. Vanda Lennon, Mayo Clinic	1:10,000	N/A
DAPI	N/A	Invitrogen, #D1306	1:50,000	N/A

**Table 4:** Secondary antibodies used in immunohistochemistry.

Antigen	Vendor, Catalog Number	Dilution	RRID
Donkey anti-Rabbit AlexaFluor 647	Jackson ImmunoResearch, #711-605-152	1:250	AB_2492288
Donkey anti-Human AlexaFluor 647	Jackson ImmunoResearch #709-605-149	1:200	AB_2340578

## Data Availability

The datasets generated in this study are publicly available through the Gene Expression Omnibus accession viewer repository (GSE108943, GSM778845-GSM778854).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22136838/s1, Supplementary Table S1: Output from LIMMA Bioconductor package; Supplementary Table S2: Top 100 genes E13; Supplementary Table S3: Top 100 genes E14; Supplementary Table S4: Top 100 genes E15; Supplementary Table S5: Colony Counts; Supplementary Table S6: HTR gene specific primers.

# Supplementary material for: 5-HT3 Signaling Alters Development of Sacral Neural Crest Derivatives That Innervate the Lower Urinary Tract
**Source:** Int J Mol Sci. 2021 Jun 25;22(13):6838. doi: 10.3390/ijms22136838
**Supplement:** Supplementary file 1

**Supplementary Table S5.** Effect of Serotonergic Drugs on Sacral Neural Crest Developmental Potential.

| Treatment        | Number of Total Colonies | Percentage of Cell Type |             |            |                |            |            |              |
|------------------|--------------------------|-------------------------|-------------|------------|----------------|------------|------------|--------------|
|                  |                          | N                       | N+G         | G          | N+M            | M          | G+M        | N+G+M        |
| Untreated (n=45) | 21.4 ± 5.4               | 45.2 ± 1.69             | 12.8 ± 1.38 | 1.1 ± 0.41 | 32.2 ± 2.04    | 0.3 ± 0.19 | 0.0 ± 0.0  | 8.3 ± 1.20   |
| SR57227A (n=42)  | 22.1 ± 3.5               | 31.3 ± 1.33***          | 8.9 ± 1.18* | 1.0 ± 0.37 | 51.2 ± 1.78*** | 1.0 ± 0.31 | 0.1 ± 0.11 | 6.4 ± 0.80   |
| Clozapine (n=33) | 24.4 ± 5.5               | 50.9 ± 1.72*            | 8.8 ± 1.28* | 0.5 ± 0.24 | 36.6 ± 2.23    | 0.1 ± 0.09 | 0.0 ± 0.0  | 3.1 ± 0.81** |

Percentages of colony types (N = neuronal, G = glial, M = myofibroblasts) relative to total number of colonies per well. Values shown are average ± S.E.M. SR57227A and Clozapine treated were compared to Untreated colonies [\*Significant (p<0.05), \*\*Very Significant (p<0.01), \*\*\*Highly Significant (p<0.001)].

# Supplementary material for: 5-HT3 Signaling Alters Development of Sacral Neural Crest Derivatives That Innervate the Lower Urinary Tract
**Source:** Int J Mol Sci. 2021 Jun 25;22(13):6838. doi: 10.3390/ijms22136838
**Supplement:** Supplementary file 1

**Supplementary Table S6.** Primers used to detect serotonin receptor expression in reverse-transcription PCR experiments.

| Gene Name    | Forward Primer (5' to 3') | Reverse Primer (5' to 3') | Product Size (bp) |
|--------------|---------------------------|---------------------------|-------------------|
| <i>Htr1a</i> | CTTTTCCTAGAACACGCAGCTT    | TTGGGATTTCTGAATAGAGAGGA   | 194               |
| <i>Htr1b</i> | GTCTCCTGTGTACGTGAACCAA    | GGCATCCTTACAGATAGGCATC    | 184               |
| <i>Htr1d</i> | CGAGAAAGGAAAGCCACTAAGA    | TGACGGGGTTAATGAGAGAGTT    | 181               |
| <i>Htr1f</i> | GAGGAACTGTTAAACCGAATGC    | TCACCAGGACAGCTACAAGAAA    | 190               |
| <i>Htr2a</i> | GCTACAGGATGATTCTGAAGGTC   | TGGAAGAGCTTTTCTGATGACA    | 246               |
| <i>Htr2b</i> | GCAGGTACATCACCTGCAATTA    | GAGGAGGATGATTGATGAGGAC    | 209               |
| <i>Htr2c</i> | ATTGGTTTGGCAGTTCGATATT    | TGCAGTTTCTTCTCCATGCTTA    | 204               |
| <i>Htr3a</i> | CTTAGGTCCTGCATCCTGTTTC    | TTGACGCCCTGATAAGTAAGGT    | 181               |
| <i>Htr3b</i> | GGGGTTACAACATGTAGGGAAA    | GCTTGCTTGTCAGTGCATACTC    | 199               |
| <i>Htr4</i>  | CACACAGTAGCAGCTCAAACC     | GCTTACATTTGGGTCCTCTGAC    | 178               |
| <i>Htr5a</i> | GCTTTCAAGGTCTTCTTCTCCA    | GGAAGAGTGCCCAGACATAAAC    | 250               |
| <i>Htr5b</i> | CCAAGTCCCTGAATAATGGAAG    | CCAGTAGAGTCACCACAAGCAC    | 193               |
| <i>Htr6</i>  | TGGCTGGGATACTGTAATAGCA    | CCCTGAAGCTGAGTCTGAATCT    | 237               |
| <i>Htr7</i>  | AAACACAAGTTCTCAGGCTTCC    | AGGTAGTGGCTGCTTTCTGTTC    | 172               |

All *Htr* primers were intentionally designed to bridge exons and avoid regions of high homology between *Htr* gene family members. For genes with known splice variants, primers were designed to allow amplification of any splice variant that might be present.

How the deposited data were processed for this re-analysis (not part of the article)

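The deposited table holds log2 values that the authors made by robust Multi-Array Average (RMA) in Affymetrix Expression Console 1.1 from Affymetrix mouse Gene 1.0 ST arrays. Which arrays were normalized together is not stated. The values were used as deposited, for 3 arrays of 13.5 dpc NCPs and 7 of total embryo, grouped by the sample labels. The total embryo arrays carry 2 RNA isolates, and replicate numbers are arbitrary tags that pair no samples. Arrays of ganglia at later stages are not analysed here.

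Control probe sets (6568) were left out and 28192 probe sets tested with limma 3.58.1 in R 4.3.3, with a linear model, a moderated test (prior of 4.65 degrees of freedom, prior SD 0.32) and Benjamini-Hochberg adjustment over all probe sets tested. The threshold was an adjusted p of 0.05. Symbols were matched to RefSeq gene names (GRCm38.p6), used for names and not for positions, and 21553 symbols had a match. A gene's probe set is the highest by mean over all 10 arrays among those annotated to that gene alone. Figures were drawn with Python 3.11.15.

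The named genes are the 14 serotonin receptor genes, the other genes the paper names for these transcriptomes or as markers, the 10 genes with the largest increase and the 10 with the largest decrease whose NCP arrays all lie beyond the total embryo arrays, and from each gene list up to 2 members with the largest increase and 2 with the largest decrease. The genes given with values are a selection of these. Values of Table 1 and the first rows of Supplementary Tables S1 to S4 had been seen when the rule was written. The 29 gene lists are serotonin receptors, serotonin synthesis, transport and breakdown, autonomic neurogenesis transcription factors, pan-neuronal genes, autonomic transmitter genes, neural crest and glial progenitor genes, neurotrophic factors and receptors, Notch, Id and proneural genes, posterior Hox genes, anterior Hox genes, sensory neuron genes, melanocyte genes, smooth muscle and mesenchyme genes, epithelium and urothelium genes, endothelium genes, erythroid genes, immune cell genes, liver genes, striated muscle genes, cartilage and bone genes, brain patterning genes, germ cell genes, cell cycle genes, ribosomal protein genes, respiratory chain genes, housekeeping genes, stress and dissociation genes, olfactory receptor genes and vomeronasal receptor genes. Each list was tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and adjusted over the 29 lists. The lists, the rule for named genes and the alternative settings were set before the deposited values were examined. The exceptions are level adjustment and array similarity with arrays averaged per isolate. Values of Supplementary Table S2, from arrays of the same names, had been seen by then. Its 100 increases hold 27 olfactory or vomeronasal receptor symbols, so the choice of these 2 lists was not blind to the pattern.

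Alternative settings changed the control arrays (same label series, same hybridization day, the other RNA isolate), averaged arrays per isolate, took the isolate as a random block or the label series as a block, scaled the values again (quantile normalization, cyclic loess, arrays centred on their medians or on olfactory and vomeronasal receptor genes), and changed the prior, array weights, test, filters, thresholds and probe set choice. They also left out each array in turn. Level adjustment, which subtracts from each array the lowess trend (span 0.3) of its difference from the mean of the total embryo arrays on that mean, was added after the values were seen. List medians were also compared with 10000 random lists matched on level in total embryo. The 95% intervals come from the moderated fit. The fits were tested on simulated data, with 50 changed probe sets per size. With no trend between arrays, the plain fit recovered 2, 32, 78 and 100% of log2 changes of 0.5, 1, 1.5 and 3, and called 5 of 27992 unchanged probe sets. With the measured trend on level added, the plain fit called 18790 of 27992 unchanged probe sets and the level-adjusted fit 2. Level adjustment subtracts the kind of trend that was added here. Its result was therefore built in and does not test it on the real arrays.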

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

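Values of Supplementary Table S2 had been seen beforehand. The gene lists and settings used in this part, apart from level adjustment, were set before the deposited values were examined. Their use to weigh explanations was chosen only after the result was seen. Of 103 values examined over the 7 total embryo arrays, 7 had an array standing far from the others, where chance gives about 1 in 20. *Sox10* was 6.38 on replicate 6 (others 6.53 to 6.65), *Gfap* 4.75 on replicate 1 (5.00 to 5.14) and *Hoxd10* 6.04 on replicate 2 (6.65 to 7.07). The median of autonomic transmitter genes was 5.17 on replicate 5 (5.43 to 5.63). On replicate 1 the median of housekeeping genes was 11.1 (10.7 to 10.8), that of olfactory receptor genes 3.68 (3.88 to 3.96) and the SD 1.91 (1.78 to 1.83).

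Genes the paper does not discuss gave a signal above the controls, namely olfactory receptor genes with a median log2 fold change of 1.60 (−0.090 with arrays centred on the receptor families, where it is near 0 by construction, and −0.040 after level adjustment) and vomeronasal receptor genes with 1.97. Housekeeping genes were lower on the same arrays. A normalization that left unequal spread between arrays is argued against as the whole cause by the olfactory median of 0.69 relative to all genes after quantile normalization again, although after cyclic loess it was 0.062. Whether other tissues being left out of the sorted cells accounts for lower housekeeping genes, which all cells use, was not settled here. Their median was −2.77 relative to all genes, but this fall is part of the pattern and does not test it. The median was −0.62 after cyclic loess and −0.18 after level adjustment, where the list no longer passed, so this cause stays open. Little signal over background on the NCP arrays stays open and cannot be told apart from other causes. The difference between housekeeping and olfactory medians, at most 4.38 on an NCP array, restates the pattern and does not test it.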

How the results depend on the processing

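Level adjustment, and array similarity with arrays averaged per RNA isolate (0.134, no longer past the threshold, with too few splits to pass), were tested only after the results were seen. The named genes counted in this part are the 71 given with values, a selection of those that met the rule. Of their results under alternatives, 1819 kept their direction and side of the threshold, 250 lost the call, 17 gained it and 75 turned in direction. Of 71 named genes 44 lost the call against the control array of the same hybridization day, 34 with an unmoderated test, 23 after level adjustment, 19 with arrays averaged per RNA isolate, 19 after cyclic loess and at most 12 under each other alternative. Of the turns, 30 came with arrays centred on the receptor families, which shifts all log2 fold changes alike. For the lists 806 results kept direction and side, 43 lost the call, 14 gained it and 33 turned, and 135 counts stayed within 1.5 times their reported value while 27 did not. Leaving out 1 array at a time gave 10710 to 11119 probe sets higher and 7371 to 7930 lower. Small values turned in these fits for *Htr1a* (−0.25 to 0.0027), *Htr1b* (−0.27 to 0.12), *Htr5a* (−0.041 to 0.57), *Ache* (−0.25 to 0.29) and *Nos1* (−0.12 to 0.14), and the relative medians of the stress and dissociation list (−0.29 to 0.23) and the erythroid list (−0.11 to 0.24) crossed 0. For serotonin synthesis, transport and breakdown the camera direction turned, with relative medians of −0.19 to −0.064. The autonomic transcription factor list ranged from 0.32 to 0.65. Both filters on dim probe sets dropped *Htr3a*, which has no value under them. Of the named genes, 56 kept a value with the dimmest probe sets left out and 46 with only probe sets above the 95th percentile of receptor genes. No paired analysis was possible because replicate numbers are arbitrary tags. Signal over background is lowest on NCP array 2 and limits what dim genes can show. By mean percentile 57 of 71 named genes lay below the 95th percentile of receptor genes in NCPs, and 23 in both groups. Fold changes followed the level in total embryo on every NCP array, and in simulated data such a trend alone carried 18790 of 27992 unchanged probe sets past the threshold. The trend was put into the simulation, which does not show its cause on the real arrays. At the stricter thresholds the threshold itself ended the calls. For the other alternatives below the cause was not tested. List values are medians relative to all genes, and list calls are those of camera with the preset correlation of 0.01.

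Against control arrays of the same label series the direction turned for *Htr1b* (0.14) and *Ache* (0.12). Stress and dissociation (0.0015) turned in camera direction. Against the control array of the same hybridization day counts were 364 probe sets higher and 691 probe sets lower. *Htr1b* (0.0092) turned in direction. *Htr3a* (1.50) was among the genes that lost the call. Pan-neuronal (−0.57), posterior Hox (0.57), anterior Hox (0.42) and endothelium (−0.93) lost the call. Against control arrays of the other RNA isolate the direction turned for *Nos1* (−0.092). With arrays averaged per RNA isolate counts were 5761 probe sets higher and 4183 probe sets lower. *Htr1b* (0.00041) turned in direction. With the label series as a block the direction turned for *Htr1b* (0.14) and *Ache* (0.12). Stress and dissociation (0.0015) turned in camera direction. After quantile normalization again counts were 6370 probe sets higher and 16 receptor genes among the top named increases. *Htr1d* (−0.65), *Htr5a* (−0.89), *Nos1* (−0.35) and *Vip* (−0.35) turned in direction. Serotonin synthesis, transport and breakdown (−0.21) and stress and dissociation (0.052) turned in camera direction. Pan-neuronal (−0.54), germ cell (0.67), cell cycle (−0.38) and ribosomal protein (−0.60) lost the call. Autonomic neurogenesis transcription factors (0.92) and Notch, Id and proneural (0.66) passed the test. Neither passed in camera with an estimated correlation (adjusted p = 0.126 and 0.0905). With arrays centred on their medians the direction turned for *Nos1* (−0.097). After cyclic loess counts were 4777 probe sets higher, 4506 probe sets lower, 8 top increases shared with Supplementary Table S2 and 2 receptor genes among the top named increases. *Htr1d* (−0.72), *Htr1f* (−0.25), *Htr3b* (−0.14), *Htr4* (−0.053), *Htr5a* (−1.02), *Nos1* (−0.40), *Vip* (−0.58), *Id2* (0.38), *Gap43* (0.36) and *Npy* (0.19) turned in direction. *Htr3a* (0.090) was among the genes that lost the call. Serotonin receptors (−0.056), serotonin synthesis, transport and breakdown (−0.16), pan-neuronal (0.22), erythroid (0.15), germ cell (0.046), cell cycle (0.039), ribosomal protein (0.26) and stress and dissociation (0.22) turned in camera direction. Autonomic transmitter (0.28), anterior Hox (0.13), endothelium (−0.27), housekeeping (−0.62) and olfactory receptor (0.062) lost the call. Autonomic neurogenesis transcription factors (0.74) and Notch, Id and proneural (0.42) passed the test. Neither passed in camera with an estimated correlation (adjusted p = 0.149 for both). With arrays centred on the receptor families counts were 1339 probe sets higher and 21970 probe sets lower. *Htr1d* (−1.39), *Htr1f* (−1.10), *Htr2a* (−1.45), *Htr2c* (−0.39), *Htr3a* (−0.22), *Htr3b* (−1.04), *Htr4* (−1.08), *Htr5a* (−1.44), *Htr5b* (−0.65), *Htr6* (−1.15), *Htr7* (−0.30), *Elavl4* (−1.12), *Nos1* (−1.67), *Hand2* (−1.15), *Vip* (−0.87), *Isl1* (−0.34), *Prph* (−1.43), *Gata2* (−1.31), *Gata3* (−1.51), *Sox10* (−0.69), *Gfap* (−0.68), *Neurod1* (−0.62), *Hes1* (−0.99), *Tph1* (−0.49), *Phox2a* (−0.12), *Nefl* (−1.02), *Cartpt* (−0.23), *Slc6a2* (−0.41), *Foxd3* (−0.36) and *Hoxb4* (−0.44) turned in direction. Neurotrophic factors and receptors (0.23) turned in camera direction. Pan-neuronal (−1.10), autonomic transmitter (0.85), posterior Hox (0.73), anterior Hox (0.69), endothelium (−0.98), cell cycle (−0.88), ribosomal protein (−1.77) and housekeeping (−2.77) lost the call. With array weights the direction turned for *Htr1b* (0.030). With an unmoderated test counts were 3140 probe sets higher and 2396 probe sets lower. Serotonin synthesis, transport and breakdown (−0.17) turned in camera direction. With control probe sets kept counts were 10 top increases shared with Supplementary Table S2 and 57 top decreases shared with Supplementary Table S2. With only probe sets above the 95th percentile of receptor genes counts were 2827 probe sets higher, 11 top increases shared with Supplementary Table S2 and 6 receptor genes among the top named increases. Serotonin synthesis, transport and breakdown (−0.35), melanocyte (−0.027), erythroid (0.32) and stress and dissociation (0.36) turned in camera direction. Pan-neuronal (−0.61), endothelium (−0.50) and cell cycle (−0.39) lost the call. Autonomic neurogenesis transcription factors (0.82), neurotrophic factors and receptors (0.62), Notch, Id and proneural (0.62) and brain patterning (1.03) passed the test. With the dimmest probe sets left out counts were 4656 probe sets higher, 14 top increases shared with Supplementary Table S2 and 11 receptor genes among the top named increases. Serotonin synthesis, transport and breakdown (0.051) and stress and dissociation (0.19) turned in camera direction. Pan-neuronal (−0.79) and endothelium (−0.67) lost the call. Autonomic neurogenesis transcription factors (0.69), neurotrophic factors and receptors (0.53), Notch, Id and proneural (0.61) and brain patterning (0.62) passed the test. At a threshold of 0.01 on the adjusted p the call was lost for pan-neuronal (−1.10), posterior Hox (0.73), anterior Hox (0.69), endothelium (−0.98) and germ cell (1.57). At a log2 fold change of at least 1 counts were 7219 probe sets higher. Autonomic transmitter (0.85), posterior Hox (0.73), anterior Hox (0.69), endothelium (−0.98) and cell cycle (−0.88) lost the call. After level adjustment, chosen after the values were seen, counts were 2910 probe sets higher, 2341 probe sets lower, 7 top increases shared with Supplementary Table S2 and 0 receptor genes among the top named increases. *Htr1d* (−0.61), *Htr1f* (−0.23), *Htr3b* (−0.14), *Htr4* (−0.064), *Htr5a* (−0.85), *Htr6* (−0.0093), *Nos1* (−0.34), *Vip* (−0.50), *Id2* (0.33), *Gap43* (0.61), *Npy* (0.17) and *Mael* (−0.046) turned in direction. *Htr3a* (0.046) was among the genes that lost the call. Serotonin receptors (−0.066), serotonin synthesis, transport and breakdown (−0.11), pan-neuronal (0.17), neural crest and glial progenitor (−0.018), erythroid (0.11), germ cell (−0.012), cell cycle (0.067), ribosomal protein (1.01), stress and dissociation (0.17) and olfactory receptor (−0.0055) turned in camera direction. Autonomic transmitter (0.23), anterior Hox (0.091), endothelium (−0.19), immune cell (−0.36), respiratory chain (−0.76), housekeeping (−0.18) and vomeronasal receptor (0.079) lost the call. Autonomic neurogenesis transcription factors (0.57) passed the test, but not in camera with an estimated correlation (adjusted p = 0.285). With the mean over the probe sets of a gene the camera direction turned for melanocyte (−0.26).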

Differences from the paper's values

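Table 1 gives "fold change" values that lie on the log2 scale. On that scale none of its 13 values for 13.5 dpc differed here by more than the SD between replicate arrays. An example is *Htr3a*, with 1.21 in the paper and 1.48 here (SD 0.286, standard error 0.175). That SD is wide, up to 0.826 for *Htr4*, and is not an error of the estimate. Staying within it therefore does not show that the values are the same.

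The calls differed for *Htr3b* and *Htr4*. The paper reports *Htr3b* as not significant at 13.5 dpc, and here it passed (adjusted p = 0.0142 from limma with Benjamini-Hochberg adjustment). It did not pass against control arrays of the same label series (adjusted p = 0.208) or of the same hybridization day (0.634), with arrays averaged per RNA isolate (0.221), the isolate as a random block (0.0919), the label series as a block (0.1), quantile normalization again (0.781), cyclic loess (0.644), array weights (0.071) or an unmoderated test (0.23), or without NCP replicate 3 (0.0762). The adjusted p ranged from 8.01e-04 to 0.781 over all alternative settings. It also did not pass a threshold of 0.01 on the adjusted p or of 1 on the log2 fold change. The paper reports *Htr4* as significant at 13.5 dpc, and here it did not pass (log2 fold change 0.61, adjusted p = 0.0629), except without NCP replicate 3 (adjusted p = 0.00288, over a range of 0.00149 to 0.898) and, with its direction turned, with arrays centred on the receptor families (−1.08).

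The paper states that *Prph* is up-regulated across the transcriptomes, where at 13.5 dpc it did not pass here (adjusted p = 0.356). It passed after quantile normalization again, after cyclic loess and without NCP replicate 1, and after level adjustment (0.77), chosen after the values were seen. *Isl1* and *Prph*, which the paper places among its top 100 genes, are not in Supplementary Table S2 for 13.5 dpc, and Supplementary Table S4 holds both. *Elavl4* and *Hand2*, also stated as up-regulated, passed here, although the call was lost in 23 and 10 of 30 alternative settings. The paper also states that *Gata2*, *Gata3* and *Uchl1* were higher in pelvic ganglia, where at 13.5 dpc *Uchl1* was lower (−1.23, with the call lost against control arrays of the same label series) and *Gata2* and *Gata3* did not pass. *Gata2* passed without NCP replicate 1, and *Gata3* after quantile normalization again and cyclic loess, and after level adjustment (0.54), chosen after the values were seen. The legend of Figure 2B expects its genes to be up-regulated, and at 13.5 dpc *Nos1* and *Ache* did not pass and *Ncam2* was lower (−1.02, with the call lost in 3 of 30 alternative settings and after level adjustment, chosen after the values were seen), while *Vip* and *Isl1* passed.

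Figure 2A shows the NCP arrays on a branch of their own, in a tree that also holds the arrays of later stages. Here NCP array 2 stood alone, as it did with Spearman's coefficient, average linkage or control probe sets kept. The NCP arrays shared a branch with only probe sets above the 95th percentile of receptor genes. After level adjustment, chosen after the values were seen, NCP arrays 1 and 3 stood apart from all others. In Supplementary Table S3 the fold changes correlate with the difference of the table's own columns at −0.112, with 107 of 200 opposite in sign, while in Supplementary Table S4 the correlation is 0.985. Supplementary Table S2 correlates with the values here at 0.998, with a median absolute difference of 0.39. The copy of Supplementary Table S1 examined holds 725 entries and leaves out 34831, so that most of that table was not examined. Of these 725, 711 match a probe set tested, at a correlation of 0.975 and with 36 opposite in sign.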

Other observations

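The level adjustment and the splits of RNA isolates were chosen only after the result was seen. The other settings used for *Htr3a* and *Isl1* were set before the deposited values were examined. Their use to weigh explanations was chosen only after the result was seen, apart from the comparison with random lists. Of 16 posterior Hox genes, which pattern the trunk and tail, 12 were higher in 13.5 dpc NCPs (median log2 fold change 0.81, −0.88 with arrays centred on the receptor families). *Hoxd12* rose by 2.02 and *Hoxd10* by 1.86, the latter not passing without NCP replicate 1 (1.37) or 3 (1.32) and 2.88 without NCP replicate 2. Of 11 anterior Hox genes 10 rose (median 0.77, −0.93 with arrays centred on the receptor families), among them *Hoxb4* (1.25). After cyclic loess 7 posterior (median 0.49) and 3 anterior Hox genes (median 0.090) were higher, and after level adjustment 6 (median 0.37) and 3 (median 0.056), and the anterior list passed in camera under neither. Of 19 Notch, Id and proneural genes 9 rose and 2 fell (median 0.43, −1.26 with arrays centred on the receptor families), and after level adjustment 4 were higher and 0 lower (median 0.29). *Neurog1* (1.73) and *Neurod1* (1.07, and 0.15 and not past after level adjustment), proneural genes, rose, while *Id2*, an inhibitor of proneural factors, fell (adjusted p = 0.00358 from limma with Benjamini-Hochberg adjustment), turning to 0.38 after cyclic loess and 0.33 after level adjustment. *Hes1*, a Notch target, rose by 0.71, and did not pass without NCP replicate 1 (0.47) or replicate 3 (0.53). It was 1.12 without NCP replicate 2. After level adjustment it did not pass either, although its value stayed at 0.705. Of 8 genes of serotonin synthesis, transport and breakdown 3 rose and 2 fell (median −0.090, mean 0.044, camera direction up). *Tph1* (1.21) and *Tph2* (2.03), the tryptophan hydroxylase genes, rose, and *Maob* (−2.38) and *Maoa* (−1.28), the monoamine oxidase genes, fell. By level *Tph1* (mean percentiles 75.1 in NCPs and 84.8 in total embryo) and *Tph2* (70.6 and 59.2) lay within the range of receptor genes. The levels of *Tph1* and *Tph2* are therefore not shown to be above background. The same holds for *Neurod1* (mean percentiles 75.5 in NCPs and 87 in total embryo). In NCPs *Maob* and *Maoa* also lay within that range (mean percentiles 64.3 and 75.9), which limits the size of their decreases. After level adjustment *Maob* passed (−0.78), *Tph1* (0.19), *Tph2* (0.50) and *Maoa* (−0.37) did not, and 0 genes of the list were higher and 1 lower by limma.

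Of 12 neurotrophic factor and receptor genes 5 rose and 1 fell (median 0.31, −1.39 with arrays centred on the receptor families), of 5 sensory neuron genes 4 rose and 1 fell (median 0.65, −1.05 so centred), of 10 brain patterning genes 6 rose (median 0.63, −1.06 so centred) and of 7 germ cell genes 6 rose (median 1.65, −0.044 so centred and −0.047 after level adjustment), with *Pou5f1* at 1.94 and *Mael* at 1.73 (0.37 and −0.046 after level adjustment, neither past the threshold). Of 7 melanocyte genes 2 rose and 3 fell (median −0.38), of 7 erythroid genes 3 rose and 2 fell (median 0.052, camera direction down, −0.070 with arrays centred on their medians and −1.64 with arrays centred on the receptor families), and of 9 cartilage and bone genes 6 fell (median −0.69). Of 16 cell cycle genes 11 fell (median −0.80, 0.032 after level adjustment), of 8 ribosomal protein genes 7 fell (median −1.69, 0.22 after cyclic loess and 0.97 after level adjustment), and of 15 respiratory chain genes 14 fell (median −2.99), with *Atp5b* at −4.08. Of 14 stress and dissociation genes 3 rose and 3 fell (median −0.037, 0.033 after quantile normalization again, 0.18 after cyclic loess and 0.13 after level adjustment). After level adjustment the numbers higher and lower were 1 and 0 for neurotrophic, sensory neuron and brain patterning genes each, 0 and 1 for germ cell, 1 and 2 for melanocyte, 1 and 0 for erythroid, 2 and 2 for cartilage and bone, 2 and 0 for cell cycle, 4 and 1 for ribosomal protein, 2 and 7 for respiratory chain and 4 and 1 for stress and dissociation genes. By level *Pou5f1* (mean percentiles 66.3 in NCPs and 57 in total embryo) and *Mael* (44 and 44.9) lay within the range of receptor genes. Their levels are therefore not shown to be above background. The reported counts were the same when adjusted over the list alone. In camera the adjusted p was 0.0142 for both Hox lists (adjusted p = 0.111 for posterior and 0.223 for anterior with an estimated correlation), 0.0154 for germ cell genes (adjusted p = 0.1 with an estimated correlation), 0.00589 for cell cycle genes (adjusted p = 0.15 with an estimated correlation), 0.00476 for ribosomal protein genes (adjusted p = 0.22 with an estimated correlation) and 6.12e-07 for respiratory chain genes (adjusted p = 0.114 with an estimated correlation). The other lists here did not pass, from 0.094 to 0.936.

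The higher level of *Htr3a* may be a rise shared by all genes of its level in total embryo. Its log2 fold change of 1.48 (95% interval 1.10 to 1.86) was 0.046 (−0.33 to 0.42) after level adjustment, with a standard error of 0.17, so the call ended because the difference itself fell. The label series of the control arrays is argued against by a value of 1.54 against those of the same series. A rise of its own beyond that of genes of the same level stays open. The upper end of 0.42 does not bound it, because the interval takes repeat arrays of 2 total embryo isolates as separate samples. Without level adjustment, the standard error was 0.315 with arrays averaged per RNA isolate. The level of *Htr3a* in NCPs also lay within the range of receptor genes (mean percentile 57.4).

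The higher level of *Isl1* is argued against as only a shared rise by 1.13 after level adjustment, which kept it past the threshold. For the autonomic transcription factor list the relative median after level adjustment was 0.57, and the test passed with a preset correlation (adjusted p = 0.0114) but not with an estimated correlation (adjusted p = 0.285), so a shared rise cannot be told apart from a rise of the list. Hybridization day stays open for *Isl1*, since the value against the total embryo array of the same day was 1.60 from a single array. Autonomic neurogenesis in the sorted cells stays a hypothesis on which the lists are divided. Among random lists matched on level, the median of the autonomic transcription factor list stood at the 98.2 percentile and that of transmitter genes at 99.5, but pan-neuronal genes stood at 23.4 and neural crest and glial progenitor genes at 18.1.

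Of 100 splits of the arrays into 3 and 7, only the real split (1 of 100) gave any probe set past the threshold in limma, 18905 against 0 for the highest other. For gene lists 23 of 100 splits gave as many as the real 17, and the highest other 21. Splits with 1 NCP array in the group of 3 gave at most 5 lists and those with 0 or 2 NCP arrays 11 to 21, so the number of lists follows how a split divides the NCP arrays. These splits take repeat arrays of 2 total embryo isolates as separate samples. The 5 RNA isolates allow only 10 splits into 3 and 2, too few for a share under 0.05. With arrays averaged per isolate the real split gave 9944 probe sets against 0 for the highest other, and 17 lists against 15.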
